# Albiflorin inhibits inflammation to improve liver fibrosis by targeting the CXCL12/CXCR4 axis in mice

**DOI:** 10.3389/fphar.2025.1577201

**Published:** 2025-04-30

**Authors:** Lingjie Meng, Huijing Lv, Anli Liu, Qian Cao, Xinyi Du, Chengjin Li, Qinggui Li, Qingqing Luo, Yi Xiao

**Keywords:** albiflorin, CXCL12/CXCR4 axis, liver fibrosis, inflammation, combination therapeutic

## Abstract

Liver fibrosis is a common pathological feature of chronic hepatic injury that currently lacks effective therapeutic interventions. Albiflorin (ALB), a pinane-type monoterpene derived from *Paeonia lactiflora* Pall, has notable anti-inflammatory and hepatoprotective effects. However, the potential role of ALB against liver fibrosis is largely unknown. In this study, we discovered that ALB significantly inhibited CCl_4_-induced liver fibrosis in mice. This was evidenced by improvements in liver and kidney function indexes, fibrosis indicators, and histopathological findings. *In vitro* studies also showed that ALB inhibited TGF-β1-induced LX-2 cell activation and reduced the expression of α-SMA and collagen I. Additionally, we found that ALB mitigates inflammation and ameliorates liver fibrosis by targeting the CXCL12/CXCR4 axis, as confirmed using the CXCR4 inhibitor AMD3100 in CCl_4_-treated mice. Notably, combining ALB with metformin (MET) enhanced the inhibition of liver fibrosis progression. These findings highlight that ALB exerts anti-liver fibrosis effects by targeting the CXCL12/CXCR4 axis, underscoring its potential as a standalone treatment or as an adjuvant therapy.

## Introduction

Liver fibrosis commonly arises from persistent liver damage, including conditions such as viral hepatitis, alcoholic associated liver disease, and metabolic syndrome-associated steatohepatitis (Hammerich and Tacke, 2023). Recurrent insults precipitate a cascade of inflammatory responses, culminating in the advancement of fibrosis or its progression to cirrhosis in the absence of effective intervention (Tung et al., 2024). The activation of hepatic stellate cells (HSCs) constitutes a pivotal mechanism in the pathogenesis of liver fibrosis (Yang et al., 2024). When activated, HSCs transform into myofibroblast-like cells, marked by α-smooth muscle actin (α-SMA) expression. This transformation is instrumental in the excessive deposition of extracellular matrix (ECM) components, including collagen and proteoglycans, thereby facilitating the progression of liver fibrosis (Jiang et al., 2024). Thus, inhibition of HSCs activation and/or pro-fibrotic cytokines has been considered as one strategy for liver fibrosis treatment.

CXCL12, a small molecular cytokine involved in inflammatory responses and a member of the chemokine family, is recognized as the unique ligand that binds to and activates the CXCR4 receptor. Upon binding of CXCL12 to CXCR4, a conformational change initiates a series of intracellular signal transduction cascades (Janssens et al., 2018; Liu et al., 2020; Wu et al., 2023). Notably, activation of the CXCL12/CXCR4 signaling axis has been shown to exacerbate hepatic inflammation and fibrosis (Aguilar-Bravo et al., 2023; Zhang et al., 2023). Moreover, activated HSCs express functional CXCR4 receptors; upon binding with CXCL12, this interaction induces a pro-fibrotic phenotype, culminating in augmented expression of *α*-SMA and Collagen I, key markers of fibrosis progression (Hong et al., 2009).

Albiflorin (ALB) is a water-soluble monoterpene glycoside primarily found in the root of *Paeonia lactiflora*, also known as ‘Chishao'. Research has shown that ALB reduces inflammation and oxidative stress associated with colitis and exhibits anti-neuroinflammatory effects (Zhao et al., 2021). Emerging evidence highlights ALB’s hepatoprotective properties, with mechanistic studies demonstrating its capacity to inhibit P38 MAPK/NF-κB signaling in pancreatitis-associated hepatic injuryand mitigate thioacetamide-induced fibrogenesis through hepatotoxicant detoxification (Li H. et al., 2024; Ou et al., 2024; Zhang H. et al., 2022; Song et al., 2024). Nonetheless, due to the limited research on ALB’s effectiveness in treating liver fibrosis, its potential protective effects against CCl_4_-induced liver fibrosis have not been thoroughly investigated.

In this study, we explored the role of ALB in anti-liver fibrosis. Interestingly, we discovered that ALB not only inhibits inflammation to improve liver fibrosis by targeting the CXCL12/CXCR4 axis, but also synergizes with MET to inhibit the progression of liver fibrosis. Our study highlights ALB’s potential both alone and as an adjuvant therapy.

## Materials and methods

### Drugs and reagents

Paeoniflorin (#T2230) were provided by TargetMol (Shanghai, China). AMD3100 (#1115-70-4) and Metformin hydrochloride (#155148-31-5) were purchased from Aladdin Biochemical Technology Co. (Shanghai, China). Antibodies against α-Smooth Muscle Actin (#ET1607-53), p38 (#ET1702-65), p-p38 (#HA722150), STAT3 (#ET1607-38), CXCL12 (#ER1902-35), JAK1 (#ET1705-84) and GAPDH (#ET1601-4) were obtained from Huabio (Hangzhou, China). Antibodies against Collagen I (#ab270993), CXCL12 (#ab155090) were obtained from abcam. (Cambridge, UK). The antibody against CXCR4 (#60042-1-Ig) was purchased from Proteintech (Wuhan, China). The antibody against p-STAT3 (#T156566) was purchased from Abmart (Shanghai, China). The antibody against p-JAK1 (#T156566) was purchased from abcepta (Jiangsu, China). The antibody against Collagen I (#72026T) was purchased from Cell Signaling Technology (USA).

### Animals and reagents

Male C57BL/6J mice (6–8 weeks old) were housed at the Animal Center of Zunyi Medical University with free access to food and water. All experiments were conducted following the ethical guidelines approved by the Committee on Animal Experimentation of Zunyi Medical University (Approval Number: ZMU21-2403-034). Carbon tetrachloride (CCl_4_) and corn oil were supplied by Macklin (Shanghai, China).

### Animal model of liver fibrosis and experimental design

The CCl_4_-induced liver fibrosis model was established according to our previously published research(Meng et al., 2024). Briefly, Mice in the model group received intraperitoneal injections of a 20% CCl_4_ and corn oil mixture every 2 days. The initial dose was 2 mL/kg, which was increased to 3 mL/kg during the first and second weeks, and further elevated to 4 mL/kg during the third and fourth weeks.

To evaluate the effect of ALB on liver fibrosis in CCl_4_-treated mice, 24 mice were randomly divided into four groups of six mice each: the control group, the CCl_4_ group, the ALB group (100 mg/kg), and the paeoniflorin group (50 mg/kg). Notably, We previously demonstrated that paeoniflorin (alone or combined with metformin) inhibits liver fibrosis in mice; thus, it was employed as a positive control in our experiments (Meng et al., 2024). The mice received daily intraperitoneal injections of the respective drugs or an equivalent volume of saline for 14 consecutive days. Mice were sacrificed 24 h after the last dose, and liver tissues were collected for further analyses.

To explore the potential role of the CXCL12/CXCR4 axis in ALB protection against liver fibrosis, a total of 30 mice were randomly divided into five groups of 6 mice each, including the control group, the CCl_4_ group, the ALB group, the AMD3100 group (a CXCR4 inhibitor), and theALB plus AMD3100 group. Mice received intraperitoneal injections of ALB (100 mg/kg), AMD3100 (5 mg/kg), or the same volume of saline solution for 14 consecutive days. Mice were sacrificed 24 h after the last dose, and liver tissues were collected for further analyses.

To study the effects of the combined use of ALB and MET on liver fibrosis in mice,a total of 30 mice were randomly divided into five groups of 6 mice each, including the control group, the CCl_4_ group, the ALB group, MET group, and the ALB plus MET group. Mice received intraperitoneal injections of ALB (50 mg/kg), MET (100 mg/kg), or the same volume of saline solution for 14 consecutive days. Mice were sacrificed 24 h after the last dose, and liver tissues were collected for further analyses.

### Cell culture and treatments

The human hepatic stellate cell line LX-2 was obtained from the BeNa Culture Collection in Henan, China. To establish an *in vitro* model for evaluating the effect of ALB on the activation of hepatic stellate cells, LX-2 cells were seeded in 6-well plates at a density of 1.5 × 10^5^ cells per well in RPMI-1640 mediumwith 10% FBS and cultured at 37 °C under 5% CO_2_. After a 24-hour incubation period, both the model group and the ALB group were exposed to TGF-β1 (20 ng/mL) for an additional 24 h. The control group received only the same volume of RPMI-1640 medium without TGF-β1. Subsequently, the ALB group was treated with a specific concentration of ALB solution for 24 h. Following these treatments, the cells were harvested for further experimentation.

### Western blot analysis

The RIPA lysis buffer was used to extract total proteins from liver tissue and LX-2 cells. After BCA protein quantification, SDS-PAGE electrophoresis, membrane transfer, incubation with primary antibodies, incubation with secondary antibodies, and visualization, the expression levels of relevant proteins in the liver tissue and LX-2 cells were detected.

### Quantitative real-time PCR

Total RNA was extracted from liver tissue and LX-2 cells using the Vazyme Trizol Total RNA Extraction Kit (Nanjing, China). After determining the RNA concentration, the RNA was reverse transcribed into cDNA using the HiScript^®^ II Q RT SuperMix for qPCR reverse transcription kit (Vazyme, Nanjing, China) according to the manufacturer’s instructions. The real-time qPCR reaction system was prepared following the guidelines for the ChamQ Universal SYBR qPCR Master Mix (Vazyme, Nanjing, China), and the real-time qPCR reactions were performed according to the recommended protocol. Using GAPDH as the internal reference, the mRNA expression levels were calculated using the 2^−△△Ct^ method. The specific primer sequence is shown in Supplementary Table S1.

### Histopathological analysis

After euthanizing the mice, liver tissues were collected. A portion of each liver tissue sample was immediately immersed in formalin solution for fixation over 24 h. Subsequently, the specimens were dehydrated and embedded in paraffin. Tissue sections were cut to a thickness of 4.5 μm. After dewaxing and rehydration, the sections were stained with hematoxylin-eosin (H&E) to observe histopathological damage and inflammatory response. Sirius Red staining and Masson’s trichrome staining were used to assess the degree of fibrosis. The stained sections were examined under a light microscope (Olympus, Tokyo, Japan), and quantitative analysis of Sirius Red and Masson’s trichrome staining was performed using ImageJ software.

### RNA-sequencing analysis

Total RNA was isolated using TRIzol reagent. The concentration of the RNA was measured using the Nanodrop 2000 (Thermo Fisher Scientific, USA), andthe integrity of the RNA was subsequently evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, USA). RNA library sequencing was then performed on the Illumina NovaSeq X Plus platform (San Diego, USA). Differential expression analysis between samples was conducted using DESeq2 software. Genes with a fold change greater than 2 and a *P*-value less than 0.01 were defined as differentially expressed genes. GO and KEGG enrichment analyses were performed on these genes. The raw sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO) under the accession number GSE282681.

### Statistical analysis

The data are presented as the mean ± standard deviation (SD) from a minimum of three independent experiments. Significant differences among means were evaluated using one-way ANOVA followed by the Tukey post-hoc test in GraphPad Prism 7.0 software. *P*-values <0.05 were considered statistically significant.

## Results

### ALB ameliorated CCl_4_-induced liver fibrosis in mice

Figure 1A illustrates the liver fibrosis model and treatment regimen. To evaluate the impact of ALB on CCl_4_-induced liver fibrosis, we performed histopathological examinations. H&E staining revealed that the CCl_4_ group had thicker fibrotic septa, hepatocyte necrosis, and increased inflammatory cell infiltration compared to controls, which ALB (100 mg/kg) treatment improved. Furthermore, Masson’s trichrome and Sirius red staining showed increased collagen deposition and abnormal collagen fiber proliferation in the CCl_4_ group, both of which were significantly reduced by ALB treatment (Figures 1B–D). Additionally, serum biochemical analyses indicated no hepatorenal toxicity from ALB (Figures 1E–H). Meanwhile, Western blot analysis showed elevated α-SMA and COL1A1 in the CCl_4_ group, with reductions in the ALB-treated and positive control groups (Figures 1I–K). These findings suggest that ALB ameliorated CCl_4_-induced liver fibrosis in mice.

**FIGURE 1:**
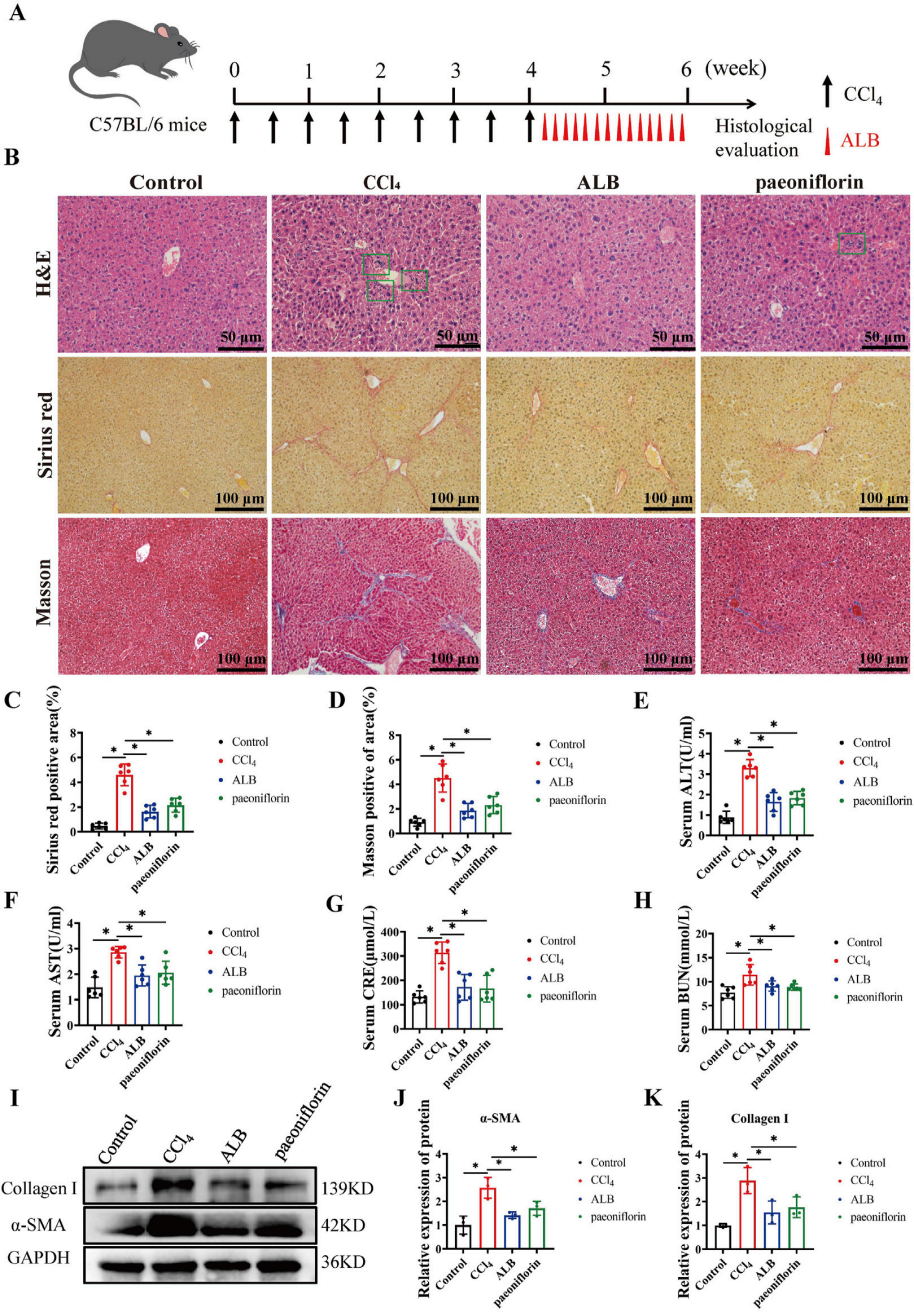
ALB ameliorated CCl_4_-induced liver fibrosis in mice. **(A)** CCl_4_-induced mice liver fibrosis model and treatment regimens. **(B)** H&E staining (bar = 50 μm), Sirius Red staining (bar = 100 μm), and Masson’s trichrome staining (bar = 100 μm) of various experimental groups. **(C)** Quantitative analysis of collagen fibers in Sirius Red-stained sections (n = 6; *P < 0.05). **(D)** Quantitative analysis of collagen fibers in Masson’s trichrome-stained sections (n = 6; *P < 0.05). **(E)** Serum levels of ALT, **(F)** Serum levels of AST, **(G)** Serum levels of CRE, **(H)** Serum levels of BUN. **(I)** Protein expression of α-SMA and Collagen **(I)**. **(J)** Relative protein expression of α-SMA (n = 3; *P < 0.05). **(K)** Relative protein expression of Collagen I (n = 3; *P < 0.05).

### ALB inhibited TGF-β1-induced LX-2 cell activation via the CXCL12/CXCR4 axis

Activated HSCs are the primary cellular source of ECM, with TGF-β1 being the predominant cytokine in activated HSCs (Bai et al., 2023). To investigate the impact of ALB on HSCs activation, we determined the levels of *α*-SMA and Collagen I in TGF-β1activatedLX-2 cells. Figures 2A–C illustrated that activated HSCs exhibited significantly elevated levels of α-SMA and Collagen I, which were notably reduced in a dose-dependent manner following ALB treatment. 

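LX-2 is an established human hepatic stellate cell line, and TGF-β1 drives such cells towards a matrix-producing, contractile state. LX-2 cells were exposed to 20 ng/mL TGF-β1 for 24 h and then kept for 24 h with ALB (ALB group) or without it (TGF-β1 group). There were 3 libraries in each group. The labels call the TGF-β1 group control, and by the submitters' design it was given TGF-β1 and then plain medium, whereas the control cells of the paper's methods had no TGF-β1. It was therefore taken as the paper's model group, which had TGF-β1 without ALB. The paper's text does not name the ALB dose of the sequenced cells. The paper's statistics section speaks, for its data in general, of at least 3 independent experiments, but no source used here says whether these 3 libraries came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. Poly(A) RNA was sequenced on an Illumina NovaSeq X Plus, and the authors tested genes with DESeq2. Their deposited table gives counts and FPKM (fragments per kilobase of transcript, scaled to the depth of the library) of 937 genes, and cells without TGF-β1 were not analysed here. The counts of these genes added up to between 1820768 and 2020318 per TGF-β1 library (median 1830396) and to between 1135478 and 1220505 per ALB library (median 1183551). These sums cover selected genes and are not the depth of the libraries. From the ratio of counts to FPKM, the depth was estimated as 33800000 to 38100000 fragments per TGF-β1 library and 35800000 to 41600000 per ALB library. The counts were tested at these depths with edgeR's quasi-likelihood test over the 937 genes, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are ALB over TGF-β1, so a negative log2 value is a lower level with ALB. The genes had been selected on the same 6 libraries, so the test repeats that selection and is not independent evidence. The median log2 fold change of the table was -0.97 at these depths. With TMM factors computed from the table's genes, a scaling that takes most genes as unchanged, the median was -0.37. The table's genes had all been called as changed, so that assumption is not met here. TMM moves fold changes upwards, which weakens the calls of lower genes.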

To further elucidate the mechanism of ALB, we analyzed the RNA-seq data from TGF-β1induced LX-2 cell treated with and without ALB (Supplementary Figures S1A,B). 

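Genes of cytokines and their receptors went in both directions after ALB. A set of 5 lists fixed before the data were examined (chemokines, chemokine receptors, interleukins and their receptors, the TNF superfamily, and TGF-β and BMP ligands and receptors) holds 273 genes, and 32 of them were in the table. Of these, 15 were higher and 17 lower with ALB, and all passed edgeR's test, both over the table and adjusted over the list alone. By the sign of limma's fold change, which the design set for this test and for those of the lists below, the split was not told apart from that of the other genes, with 386 higher and 519 lower (MASP2 alone in the table has the opposite sign in edgeR; two-sided Fisher's exact test, odds ratio 1.19, p = 0.717). Among interleukins and receptors, 5 rose and 5 fell. IL6, an inflammatory cytokine, fell from 137 ± 33.6 to 58.2 ± 12.4 FPKM (mean ± SD, n = 3 libraries per group), a log2 fold change of -1.24 (standard error 0.23, adjusted p = 0.000919, edgeR). IL7R, the interleukin-7 receptor chain, fell with a log2 fold change of -1.80 (standard error 0.23). IL11, a cytokine of the IL-6 family, rose from 292.5 ± 61.4 to 640 ± 165 FPKM (log2 fold change 1.13, standard error 0.23, adjusted p = 0.00139, edgeR). LIF, of the same family, rose by 1.82 on the log2 scale (standard error 0.23). In the TNF superfamily 2 rose and 3 fell. NGFR, the low-affinity nerve growth factor receptor, had a log2 fold change of 3.99 (standard error 0.43), and TNFRSF11B, the decoy receptor osteoprotegerin, one of -3.75 (standard error 0.31). Of the TGF-β and BMP ligands and receptors 5 rose, BMP4, BMP8A, BMP8B, AMH and BAMBI. The 2 that fell were TGFB2, with a log2 fold change of -4.00 (standard error 0.30), and INHBA, with -1.52 (standard error 0.25). All 10 genes in the table from a list of 28 that YAP and TEAD, the effectors of Hippo signalling, are known to raise were lower with ALB (Fisher's exact test against the rest of the table, adjusted p = 0.029 over 18 lists). They include ANKRD1, at 93.3 ± 7.72 FPKM without ALB and 13.6 ± 5.42 with it (n = 3 each). Of 15 growth factors and receptor tyrosine kinases, 5 rose and 10 fell, a split not told apart from that of the table (adjusted p = 0.833). FGF1 had a log2 fold change of -3.63 (standard error 0.34). The table holds called genes only, so enrichment over all expressed genes could not be tested. The balance of these calls depends on the scaling. TMM and DESeq2's own size factors take most genes as unchanged, although the table holds called genes only. Both move fold changes upwards, which weakens the calls of lower genes. With TMM factors from the table's genes all 15 higher cytokine and receptor genes but 13 of the 17 lower ones passed, and with DESeq2's own size factors 15 and 11. Under either scaling 8 of the 10 YAP and TEAD targets passed, and of the 10 lower growth factors and receptors 7 passed under TMM and 6 under DESeq2's own size factors. IL6 no longer passed under TMM (adjusted p = 0.0589, edgeR) or under DESeq2's own size factors (adjusted p = 0.079, DESeq2).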

According to the KEGG pathway analysis, the cytokine-cytokine receptor interaction pathway is among the top 3 pathways (Figure 2D). Our results showed that TGF-β1 significantly increased mRNA expression levels of seven chemokine genes in LX-2 cells. 

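All 7 genes drawn in Fig. 2E, the chemokines CXCL12, CCL2, CCL3, CCL3L1, CXCL11 and CXCL10 and the receptor CCR10, had lower counts with ALB and passed edgeR's test over the table and adjusted over the list alone. The study chose these genes on the same libraries, so this count is not independent evidence of their direction. CXCL12, the ligand of CXCR4, lies on chromosome 10 from 44370165 to 44386493 on the minus strand (GRCh38, GENCODE 29). It fell from 75.2 ± 18.9 to 10.0 ± 0.776 FPKM (mean ± SD, n = 3 libraries per group), a log2 fold change of -2.88 (standard error 0.23, adjusted p = 1.73e-05, edgeR). Its counts were 6101, 4511 and 7195 in the TGF-β1 libraries and 896, 740 and 921 in the ALB libraries. A two-sided exact permutation test of its FPKM gave p = 0.1, the smallest p that 3 libraries against 3 allow, and each of the other genes reached the same p. CCL2, which attracts monocytes, was the next most abundant, with 52.9 ± 11.0 FPKM without ALB and 25.2 ± 5.00 with it, a log2 fold change of -1.03 (standard error 0.22, adjusted p = 0.00196, edgeR). The other 5 genes had means of at most 2.40 FPKM in either group. Log2 fold changes were -4.56 for CCL3L1 (standard error 0.71), -2.72 for CCL3 (standard error 0.83), -2.05 for CXCL11 (standard error 0.61), -1.68 for CXCL10 (standard error 0.40) and -0.91 for CCR10 (standard error 0.28). CXCL12 thus had the smallest p and the largest difference in FPKM of the 7, and CCL3L1 the largest fold change. CCL3 and CCL3L1 are near-identical paralogs that can share reads, and both had 0 counts in ALB replicate 1. Without TGF-β1 replicate 2 the log2 fold change was -2.06 for CCL3 (adjusted p = 0.0459, edgeR) and -3.94 for CCL3L1. Without ALB replicate 3 it was -4.43 for CCL3, and without ALB replicate 2 it was -3.32 for CXCL11. Among the 537 lower genes of the table CXCL12 stood 19th by edgeR p and 42nd by fold change. CCL2 and CCR10 did not pass with TMM factors from the table's genes (adjusted p = 0.0792 and 0.266, edgeR), nor with DESeq2's own size factors, under which CXCL10 did not pass either (adjusted p = 0.223, 0.519 and 0.109, DESeq2).

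**Figure D1:**
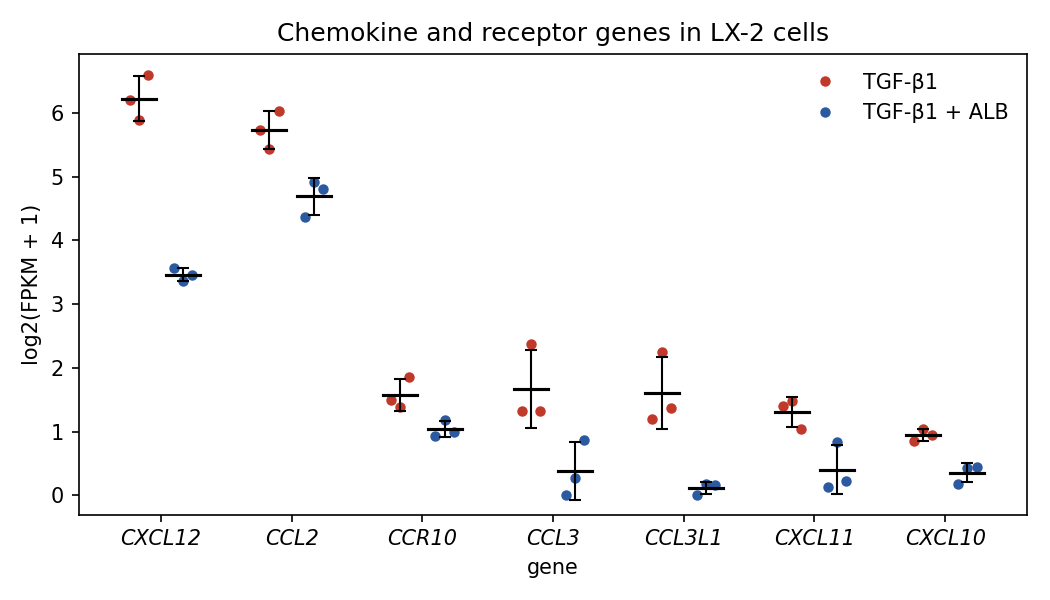
Expression of the 7 genes in LX-2 cells, as log2(FPKM + 1) on the vertical axis, in 3 TGF-β1 libraries (red) and 3 TGF-β1 + ALB libraries (blue). Points are libraries, and black lines give the mean and SD on this scale. For every gene the ALB libraries lie below the TGF-β1 libraries, with the widest gap for CXCL12.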

Following ALB treatment, this upregulation was reduced, particularly for CXCL12, which showed the most significant decrease in expression (Figures 2E,F). Furthermore, the protein expression levels of the CXCL12 and CXCR4 also exhibited a downward trend in the ALB-treated group (Figures 2G–I). These results suggested that ALB inhibited TGF-β1induced LX-2 cell activation via the CXCL12/CXCR4 axis.

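Most marker genes of activated stellate cells and myofibroblasts in the table were lower with ALB. Of 38 such genes listed before the data were examined, 14 were in the table, and 13 fell and 1 rose, by edgeR over the table and adjusted over the list alone. The split differed from that of the other genes (two-sided Fisher's exact test, adjusted p = 0.029 over 18 lists). COL3A1, a chain of fibrillar collagen, fell from 14.5 ± 2.66 to 1.75 ± 0.232 FPKM (mean ± SD, n = 3 libraries per group), with a log2 fold change of -3.04 (standard error 0.21, adjusted p = 1.45e-05, edgeR). ACTG2, a smooth muscle actin, had a log2 fold change of -2.62 (standard error 0.31), and FN1, fibronectin, fell from 965 ± 85.6 to 299.5 ± 124 FPKM. CCN2, a matricellular growth factor, fell from 246 ± 7.29 to 78.2 ± 11.9 FPKM (log2 fold change -1.65, standard error 0.17, adjusted p = 5.21e-05, edgeR). The gene that rose was PDGFRA, a PDGF receptor, at 0.192 ± 0.0430 FPKM without ALB and 0.552 ± 0.135 with it. Of 14 genes that TGF-β signalling is known to raise, 12 fell and 2 rose, and of 11 contractile and cytoskeletal genes 10 fell and 1 rose. Neither split passed the adjustment over the lists (adjusted p = 0.0801 for both, Fisher's exact test), and these lists share members with the first. THBS1, thrombospondin 1, a TGF-β target, fell from 158 ± 24.8 to 25.3 ± 3.51 FPKM. MYOCD, a coactivator of smooth muscle genes, had a log2 fold change of -3.80 (standard error 0.32). Among 7 collagen genes, 5 fell and 2 rose, COL4A6 and COL11A2. The epithelial markers KRT7, KRT8, KRT18 and SOX9 were also lower with ALB, KRT18 with a log2 fold change of -1.13 (standard error 0.17), and so were the endothelial markers PECAM1 and TEK (log2 fold change -1.24 and -0.99, standard error 0.32 and 0.22). The neural markers TUBB3 and MAP2 and the leukocyte marker ITGAM (1.45, standard error 0.37) were higher. These were few of the markers listed: 4 of 17 epithelial, 2 of 16 endothelial, 2 of 15 neural and 1 of 23 leukocyte genes were in the table. PECAM1, MAP2 and ITGAM were near the floor, with means of at most 0.199, 0.218 and 0.460 FPKM in either group. Under TMM factors from the table's genes 9 of the 13 lower stellate markers, 9 of the 12 lower TGF-β targets, 6 of the 10 lower contractile genes and 4 of the 5 lower collagens still passed, and under DESeq2's own size factors 8, 8, 6 and 4 did. KRT7, KRT8, PECAM1 and TEK passed under neither (for KRT7 and KRT8 log2 fold change -0.36 and -0.33, adjusted p = 0.219 and 0.0792, edgeR with TMM). CXCR4, ACTA2 and COL1A1 were not among the 937 genes, so these transcripts were not in the authors' list of called genes. Whether they were unchanged, changed less or not tested cannot be told, since no value for them was analysed here. In LX-2 cells the paper reports less α-SMA and Collagen I protein with rising ALB dose (Fig. 2A to 2C). It also reports a fall of the chemokine transcripts, in RNA-seq and RT-qPCR, and of CXCL12 and CXCR4 protein (Fig. 2E to 2I). From these it proposes that ALB holds back the activation of LX-2 cells by TGF-β1 through CXCL12 and its receptor. In mice it also tested the CXCR4 inhibitor AMD3100 (Fig. 4).

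**Figure D2:**
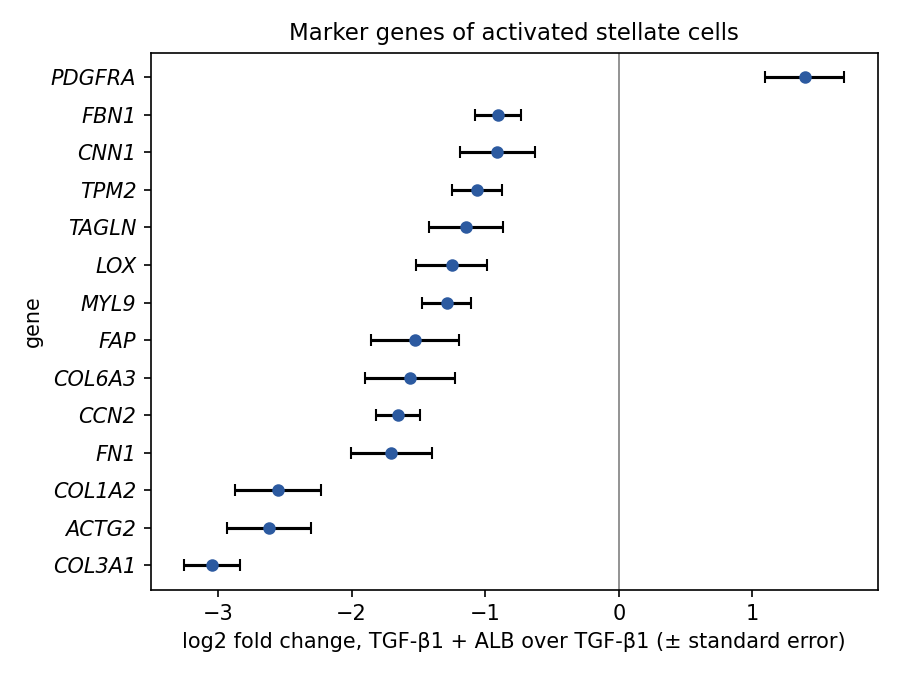
Log2 fold change (horizontal axis, TGF-β1 + ALB over TGF-β1) of the 14 stellate cell marker genes in the table, from edgeR with 3 libraries per group. Bars are standard errors. COL3A1 lies farthest to the left at -3.04, and PDGFRA alone lies right of 0.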

**FIGURE 2:**
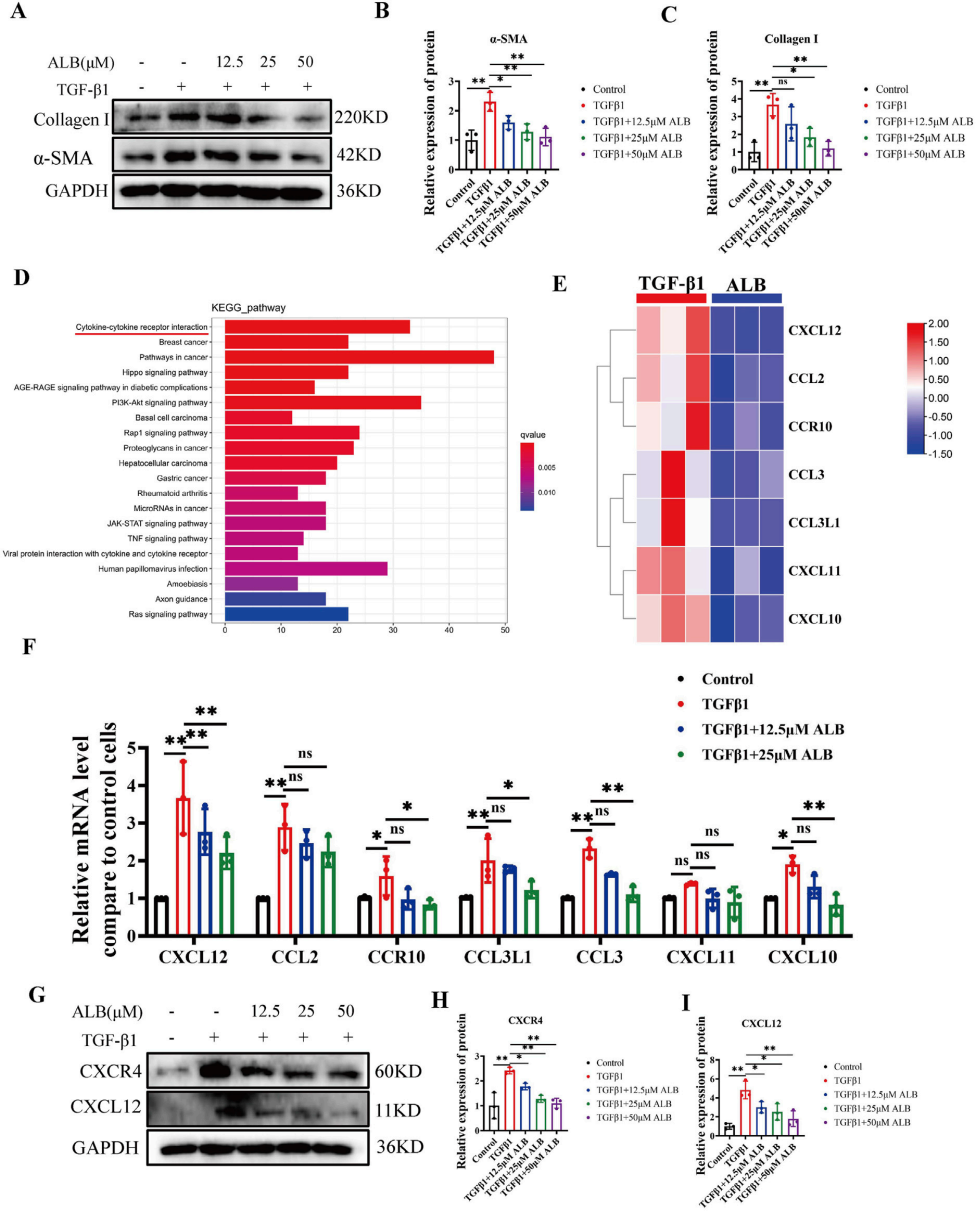
ALB inhibited TGF-β1-induced LX-2 cell activation via the CXCL12/CXCR4 axis. **(A)** Protein expression of α-SMA and Collagen I in TGF-β1-induced LX-2 cells and treated with different concentrations of ALB. **(B)** Relative protein expression of α-SMA (n = 3; *P < 0.05, **P < 0.01). **(C)** Relative protein expression of Collagen I (n = 3; ns, *P* > 0.05, *P < 0.05, **P < 0.01). **(D)** KEGG enrichment analysis. **(E)** Heatmap analysis of gene expression profiles related to chemokine-chemokine receptor interactions in the RNA-seq dataset. **(F)** mRNA expression of genes related to chemokine-chemokine receptor interactions (n = 3; ns, *P* > 0.05, *P < 0.05, **P < 0.01). **(G)** Protein expression of CXCR4 and CXCL12. **(H)** Relative protein expression of CXCR4 (n = 3; *P < 0.05, **P < 0.01). **(I)** Relative protein expression of CXCL12 (n = 3; *P < 0.05, **P < 0.01).

### ALB inhibited the activation of CXCL12/CXCR4 axis and the expression of inflammatory factors in CCl_4_-induced mice

Based on the aforementioned experimental results, we speculated that ALB can inhibit the activation of the CXCL12/CXCR4 axis in CCl_4_-induced mice. The findings from Western blot (Figures 3A–C) and RT-qPCR (Figures 3D,E) analysis support our hypothesis. (The materials used in the experiment correspond to those illustrated in Figure 1). In the model group, the protein and mRNA expression levels of CXCL12 and CXCR4 were elevated. Conversely, mice treated with ALB exhibited a significant downregulation of these expression levels. Additionally, analysis of inflammationrelated factors (IL-6, IL-1β, TNF-α, and NLRP3) revealed significant downregulation following ALB treatment (Figures 3F–I). These findings suggested that ALB provides hepatoprotection against CCl_4_-induced liver fibrosis by suppressing the CXCL12/CXCR4 axis activation and mitigating inflammation.

**FIGURE 3:**
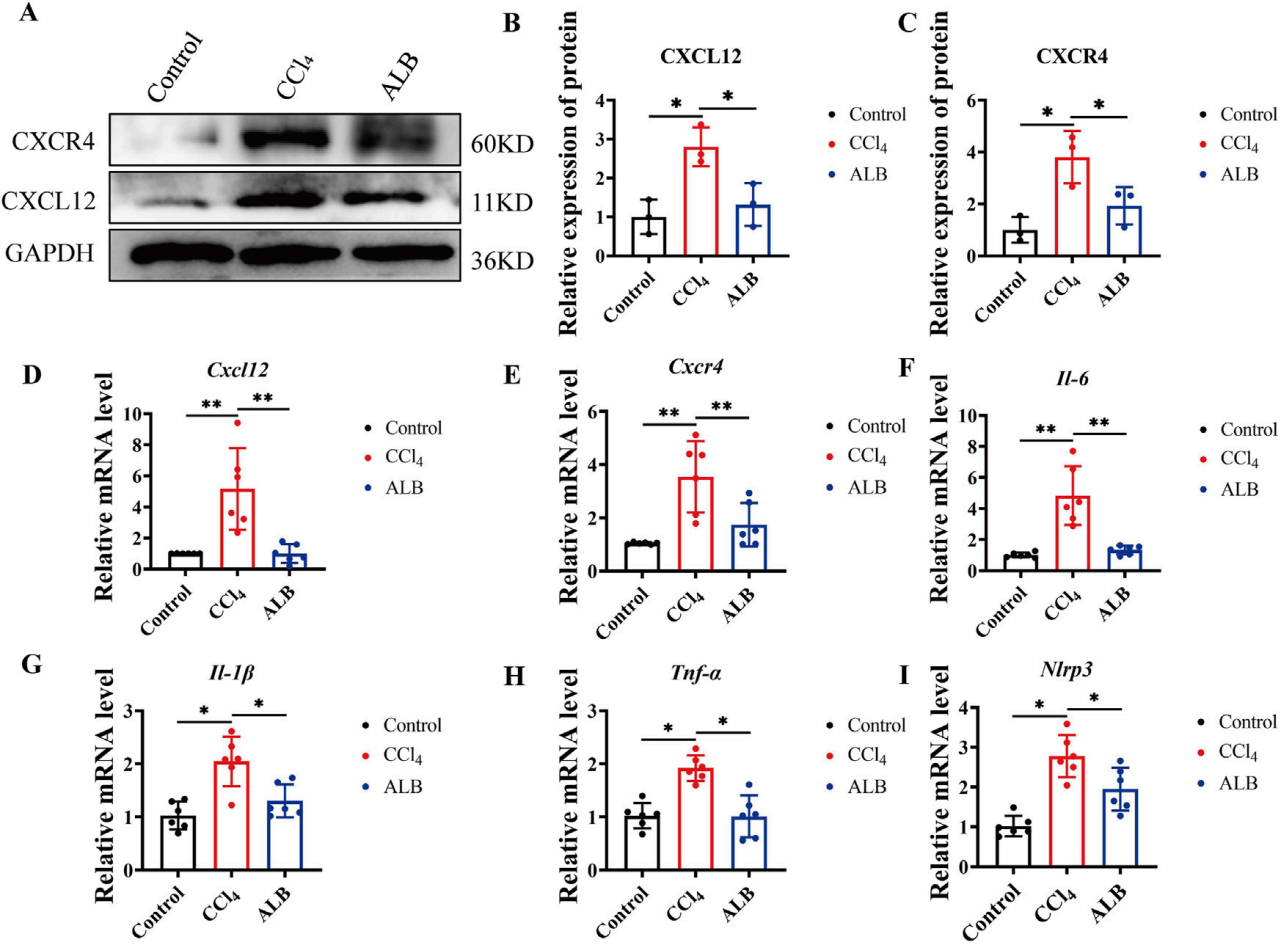
ALB inhibited the activation of CXCL12/CXCR4 axis and the expression of inflammatory factors in CCl_4_-induced Mice. **(A)** Protein expression of CXCL12 and CXCR4. **(B)** Relative protein expression of CXCR4 (n = 3; *P < 0.05). **(C)** Relative protein expression of CXCL12 (n = 3; *P < 0.05). **(D)** Relative mRNA expression of CXCL12 (n = 6; *P < 0.05, **P < 0.01). **(E)** Relative mRNA expression of CXCR4 (n = 6; *P < 0.05, **P < 0.01). **(F–I)** Relative mRNA expression of inflammatory cytokines (n = 6; *P < 0.05).

### CXCR4 inhibitor abolished the hepaprotective effect of ALB

Utilizing the potent and specific CXCR4 inhibitor AMD3100, we investigated the role of CXCL12/CXCR4 axis in the therapeutic effects of ALB on CCl_4_-induced mice (Wang et al., 2020). The liver fibrosis model and its corresponding therapeutic approaches are depicted in Figure 4A. Histopathological examinations demonstrated a reduction in hepatocyte necrosis, immune cell infiltration, and collagen deposition following treatments with ALB and AMD3100. Nevertheless, AMD3100 nullified the hepatoprotective effects observed with ALB alone (Figures 4B–D). Additionally, Western blotting assays revealed that AMD3100 diminished the protein expression of *α*-SMA and Collagen I (Figures 4E–G), and counteracted the inhibitory effects of ALB on the CXCL12/CXCR4 axis (Figures 4H–J). Similarly, AMD3100 reversed the suppression of the inflammasome in the liver by ALB (Figures 4K–N). These data indicated that the CXCR4 inhibitor AMD3100 can abrogate the hepatoprotective and anti-inflammatory effects of ALB, thereby providing evidence that ALB exerts its antifibrotic actions via the CXCL12/CXCR4 axis in CCl_4_ mice.

**FIGURE 4:**
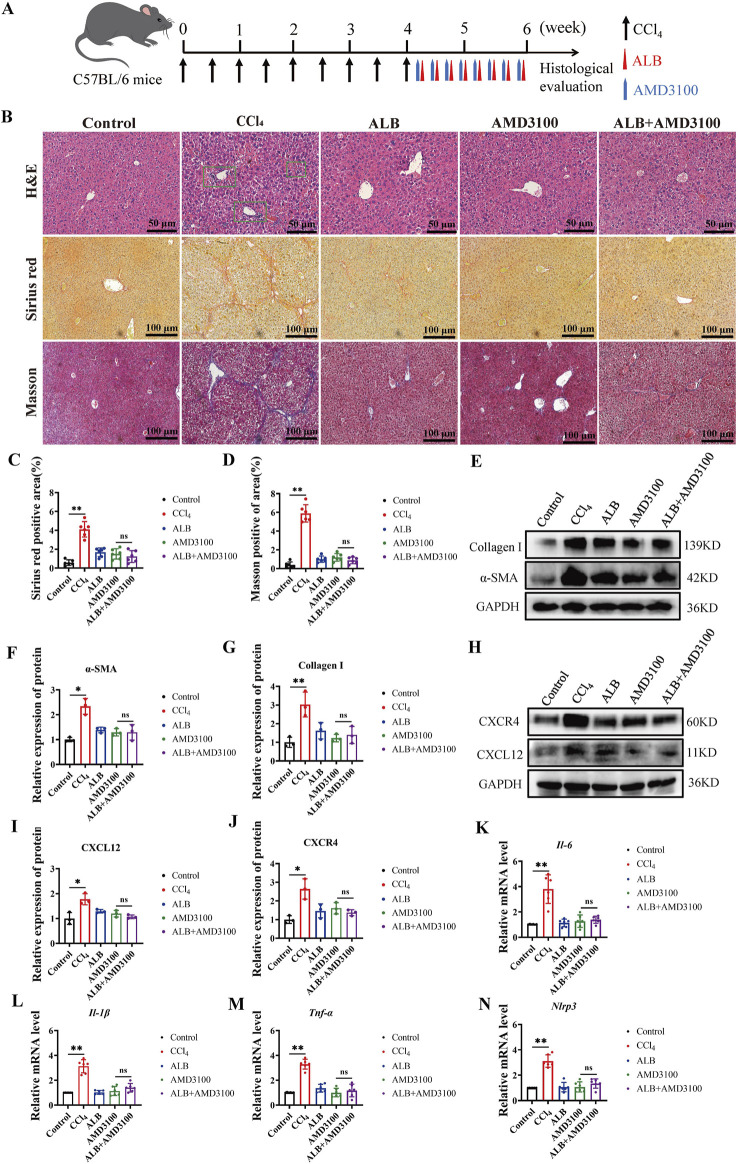
CXCR4 inhibitor abolished the hepaprotective effect of ALB CCl_4_-induced Mice. **(A)** Dosing methods for the co-treatment of AMD3100 and ALB in CCl_4_-induced mouse. **(B)** H&E staining (bar = 50 μm), Sirius Red staining (bar = 100 μm), and Masson’s trichrome staining (bar = 100 μm) of various experimental groups. **(C)** Quantitative analysis of collagen fibers in Sirius Red-stained sections (n = 6; ns, *P* > 0.05, **P < 0.01). **(D)** Quantitative analysis of collagen fibers in Masson’s trichrome-stained sections (n = 6; ns, *P* > 0.05, **P < 0.01). **(E)** Protein expression of α-SMA and Collagen I in liver tissues of CCl_4_-induced fibrotic mice treated with AMD3100 and ALB. **(F)** Relative protein expression of α-SMA (n = 3; ns, *P* > 0.05, *P < 0.05). **(G)** Relative protein expression of Collagen I (n = 3; ns, *P* > 0.05, **P < 0.01). **(H)** Protein expression of CXCL12 and CXCR4 in liver tissues of CCl_4_-induced mice treated with AMD3100 and ALB. **(I)** Relative protein expression of CXCL12 (n = 3; ns, *P* > 0.05, *P < 0.05). **(J)** Relative protein expression of CXCR4 (n = 3; ns, *P* > 0.05, *P < 0.05). **(K–N)** Relative mRNA expression of inflammatory cytokines (n = 6; ns, *P* > 0.05, *P < 0.05, **P < 0.01).

### ALB inhibited the inflammatory pathways in CCl_4_-induced mice

The activation of JAK1/STAT3 and p38 MAPK pathways via the CXCL12/CXCR4 axis can further enhance the pro-inflammatory activity of liver cells (Cao et al., 2022; Ma et al., 2024). Therefore, we explored how ALB might protect the liver by regulating these pathways. Western blot assays showed ALB significantly reduced p-JAK1, p-STAT3, and p-p38 levels in CCl_4_-induced mice (Figures 5A–E). Indicating ALB’s anti-inflammatory and antifibrotic effects via the CXCL12/CXCR4-mediated pathways.

**FIGURE 5:**
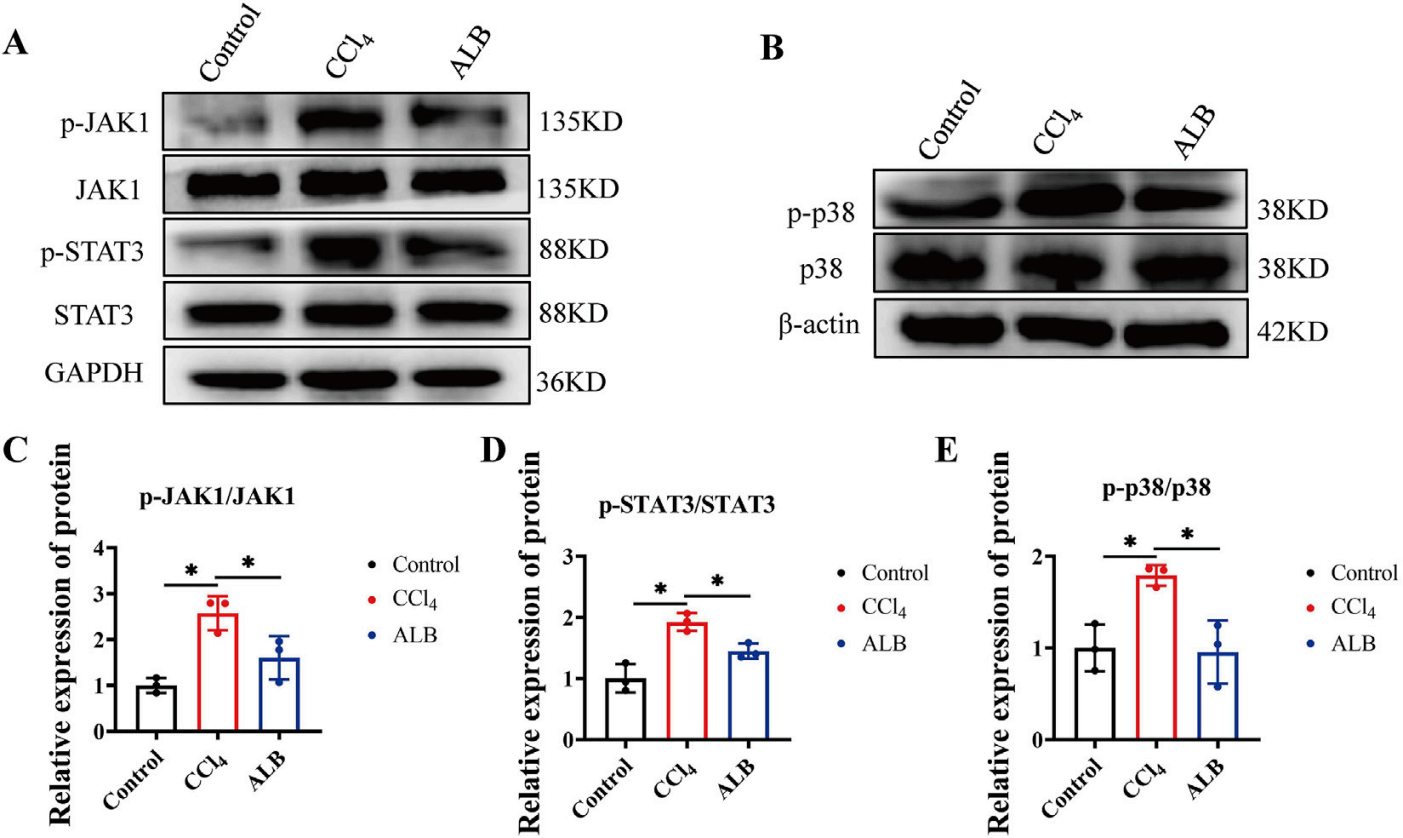
ALB inhibited the inflammatory pathways in CCl_4_-induced mice. **(A)** Protein expression of JAK1, p-JAK1, STAT3, and p-STAT3 in the livers of CCl_4_-induced mice treated with ALB. **(B)** Protein expression of p38 and p-p38 in the livers of CCl_4_-induced mice treated with ALB. **(C)** Relative protein expression of p-JAK1/JAK1 (n = 3; *P < 0.05). **(D)** Relative protein expression of p-STAT3/STAT3 (n = 3; *P < 0.05). **(E)** Relative protein expression of p-p38/p38 (n = 3; *P < 0.05).

### The combination of ALB and MET synergistically inhibited the progression of liver fibrosis in mice via the CXCL12/CXCR4 axis

Given that ALB’s high aqueous solubility leads to diminished bioavailability and a delayed therapeutic effect, we endeavor to investigate potential strategies for its combined use with other drugs. MET, known primarily for its antidiabetic properties, also exhibits notable anti-fibrotic effects (Yang et al., 2023). Therefore, we evaluated the efficacy of ALB in combination with MET for treating liver fibrosis. he designated doses for this investigation are set at ALB (50 mg/kg) and MET (100 mg/kg). H&E staining results showed that the application of ALB or MET alone could restore the structure of damaged liver tissue; when both were used in combination, cell arrangement became more regular, and the liver tissue structure nearly returned to normal. Moreover, sirius red and masson trichrome staining showed that the combination of ALB and MET significantly decreased liver fibrosis compared to monotherapy (Figures 6A–C). Additionally, the serological study showed that the combined drug therapy did not have harmful effects on liver or kidney function. (Figures 6D–G). Western blot analysis further supported these findings, demonstrating that in the combined treatment group, the protein expression levels of α-SMA and Collagen I were significantly decreased, and lower than those in the respective monotherapy groups (Figures 6H–J). The research results on the mechanism of action indicated thatthe combination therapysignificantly downregulate the expression levels of key proteins CXCL12 and CXCR4 in a mouse model of liver fibrosis (Figures 6K–M). These findings suggested that the combination of ALB and MET may inhibit the progression of liver fibrosis through the suppression of the CXCL12/CXCR4 signaling pathway, thereby exerting a synergistic effect.

**FIGURE 6:**
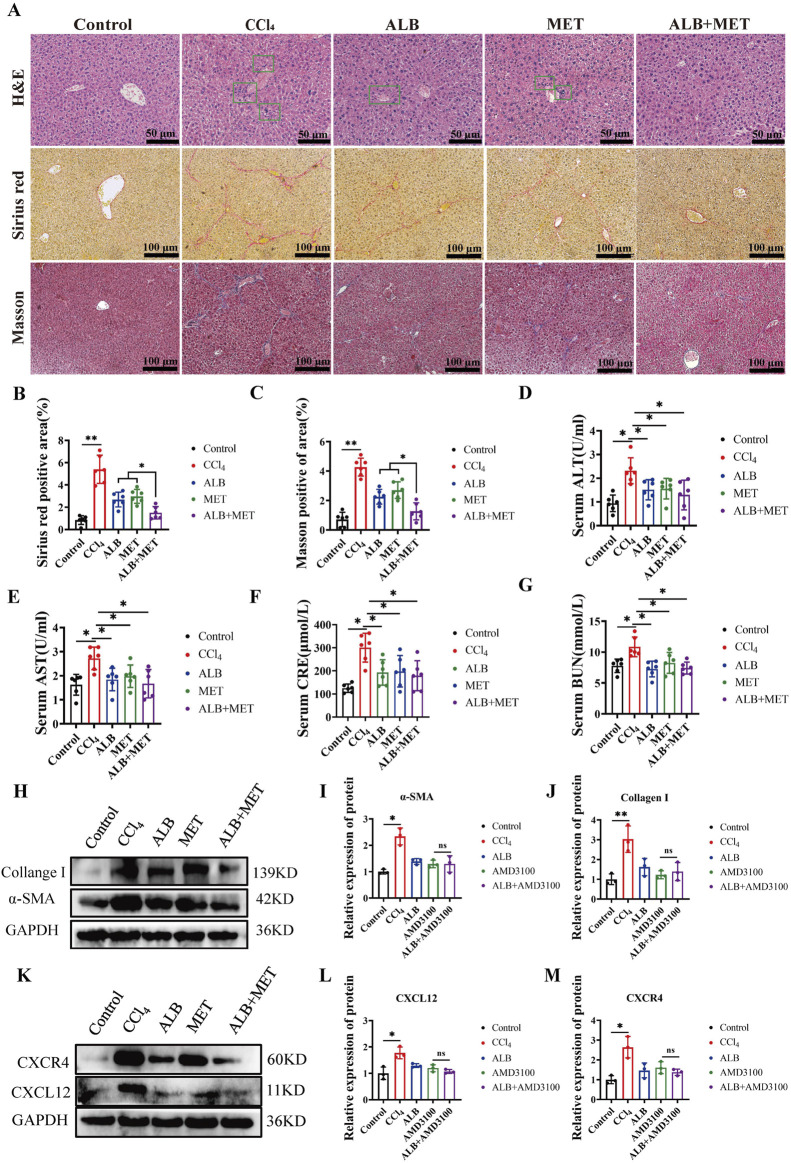
The combination of ALB and MET synergistically inhibited the progression of liver fibrosis in mice via the CXCL12/CXCR4 axis. **(A)** H&E staining (bar = 50 μm), Sirius Red staining (bar = 100 μm), and Masson’s trichrome staining (bar = 100 μm) of various experimental groups. **(B)** Quantitative analysis of collagen fibers in Sirius Red-stained sections (n = 6; ns, *P* > 0.05, **P < 0.01). **(C)** Quantitative analysis of collagen fibers in Masson’s trichrome-stained sections (n = 6; ns, *P* > 0.05, **P < 0.01). **(D)** Serum levels of ALT. **(E)** Serum levels of AST. **(F)** Serum levels of CRE. **(G)** Serum levels of BUN. **(H)** Protein expression of α-SMA and Collagen I in liver tissues of CCl_4_-induced mice treated with ALB and MET. **(I)** Relative protein expression of α-SMA (n = 3; ns, *P* > 0.05, *P < 0.05). **(J)** Relative protein expression of Collagen I (n = 3; ns, *P* > 0.05, **P < 0.01). **(K)** Protein expression of CXCL12 and CXCR4 in liver tissues of CCl_4_-induced mice treated with ALB and MET. **(L)** Relative protein expression of CXCL12 (n = 3; ns, *P* > 0.05, *P < 0.05). **(M)** Relative protein expression of CXCR4 (n = 3; ns, *P* > 0.05, *P < 0.05).

## Discussion

Liver fibrosis, as a critical pathological manifestation of chronic liver disease, involves complex cellular and molecular mechanisms and is one of the key factors contributing to increased liver-related morbidity and mortality (Li S. et al., 2024). Given the current lack of highly effective, specific treatments for liver fibrosis in the medical field, exploring effective adjunctive therapeutic strategies is particularly urgent (Jiang et al., 2023). Owing to the structural diversity and broad spectrum of biological activities, as well as their favorable biocompatibility, natural products demonstrate considerable advantages in the treatment of diseases such as liver fibrosis (Zhang et al., 2024). ALBis a monoterpene glycoside predominantly found in PRR, characterized by its unique cage-like pinane skeleton structure, which exhibits marked anti-inflammatory activity (Zhang and Wei, 2020). In this study, we found that ALB effectively mitigates liver fibrosis by modulating the CXCL12/CXCR4 axis, thereby inhibiting the expression of profibrotic markers and reducing inflammatory responses. Additionally, the combination of ALB with MET was found to further suppress the progression of liver fibrosis. These results suggested that ALB has significant potential as a therapeutic candidate for liver diseases.

CCl_4_is a widely utilized modeling agent for inducing liver fibrosis. Its metabolic activation generates free radicals that trigger lipid peroxidation in the liver, leading to hepatocellular injury and subsequent fibrogenesis (Xu et al., 2024). Our study showed that ALB significantly reduced CCl_4_-induced increases serum ALT, AST, CRE and BUN levels and mitigated liver damage, as confirmed by H&E staining. We also found that ALB treatment significantly decreased collagen deposition and abnormal collagen fiber proliferation in the liver compared to CCl_4_mice.The activation of HSCs is a primary pathogenic mechanism in liver fibrosis (Liepelt and Tacke, 2016). Continuous liver injury caused by CCl_4_ leads to the release of pro-inflammatory factors, which in turn trigger HSC activation and ECM accumulation, ultimately resulting in liver fibrosis. Our results demonstrated that ALBreduced α-SMA and Collagen I protein expression in CCl_4_-treated mice and inhibited TGF-β induced activation of LX-2 cells in a dose-dependent manner. These results suggested that ALB has significant potential as a therapeutic candidate for liver diseases.

Transcriptome sequencing and RT-qPCR analysis showed that the CXCL12/CXCR4 axis experienced the most notable changes in the liver of CCl_4_-induced mice after ALB treatment. Inflammatory chemokines, such as CXCL12, play a key role in liver disease by regulating immune responses and influencing fibrosis (Hammerich and Tacke, 2023). CXCL12, also known as SDF-1, interacts with its primary receptor CXCR4, which is mainly found on fibroblasts. Both are involved in various physiological and pathological processes (Zhang W. S. et al., 2022). Currently, there is evidence demonstrating that natural products exert anti-fibrotic effects by targeting the CXCL12/CXCR4 axis (Qin et al., 2018). In this study, we found that ALB significantly downregulates CXCL12 and CXCR4 protein expression and results in a marked reduction of pro-inflammatory cytokines, including IL-6, IL-1β, TNF-α, and NLRP3. These results suggest that ALB mitigates inflammation and ameliorates liver fibrosis by targeting the CXCL12/CXCR4 axis, a finding confirmed by experiments using the CXCR4 inhibitor AMD3100 in CCl_4_-treated mice. Studies have shown that ALB alleviates DSS-induced ulcerative colitis in mice by reducing inflammation and oxidative stress through the p38 MAPK pathway (Wang et al., 2022). Additionally, TPG (Total Glycoside of Paeony), with ALB as its main component, has anti-inflammatory effects via the JAK2/STAT3 pathway (Zhang and Wei, 2020). Both pathways are linked to the CXCL12/CXCR4 axis. Our study found ALB reverses increased p-STAT3 and p-p38 levels in CCl_4_-induced fibrotic mice, indicating its antifibrotic effects through the STAT3 and p38 MAPK pathways.

The combination therapy regimen has garnered significant attention in recent years as an innovative strategy for the treatment of liver fibrosis. For instance, the combined use of the entecavir with the Biejia-Ruangan compound has been demonstrated to significantly improve liver fibrosis in patients with chronic hepatitis B (Ji et al., 2022). MET not only demonstrates significant hypoglycemic effects but also exhibits multiple biological activities, including anti-inflammatory (Petrasca et al., 2023), lifespan-extension (Xiao et al., 2022), and enhancing innate immunity (Xiao et al., 2020) properties. In combination therapy, the triad of MET, the insulin sensitizer pioglitazone, and the GLP-1 receptor agonist exenatide has achieved positive outcomes in reducing the incidence of liver fibrosis and steatosis (Lavynenko et al., 2022). Building on this, we explored the effects of low-dose ALB and MET on CCl_4_-induced liver fibrosis (using dosages of 50 mg/kg for ALB and 100 mg/kg for MET). Measuring serum ALT, AST, CRE, and BUN levels helps evaluate liver and kidney function. Our study found that CCl_4_-treated mice had increased enzyme levels, indicating liver damage. However, treatment with ALB, MET, and their combination significantly reduced these enzyme levels. Furthermore, Histopathological and Western blot analyses showed that the combination of ALB and MET was more effective against liver fibrosis than either drug alone. These results indicated that an ALB-supplemented regimen alleviates liver fibrosis in CCl_4_-induced mice, highlighting its potential as an adjuvant therapy.

In conclusion, our study reveals that ALB inhibits inflammation and improves liver fibrosis by targeting the CXCL12/CXCR4 axis in CCl_4_-induced mice. Additionally, the combination of ALB and metformin synergistically inhibits the progression of liver fibrosis (Figure 7). Our findings further indicate the potential clinical application of ALB as an antifibrotic drug.

**FIGURE 7:**
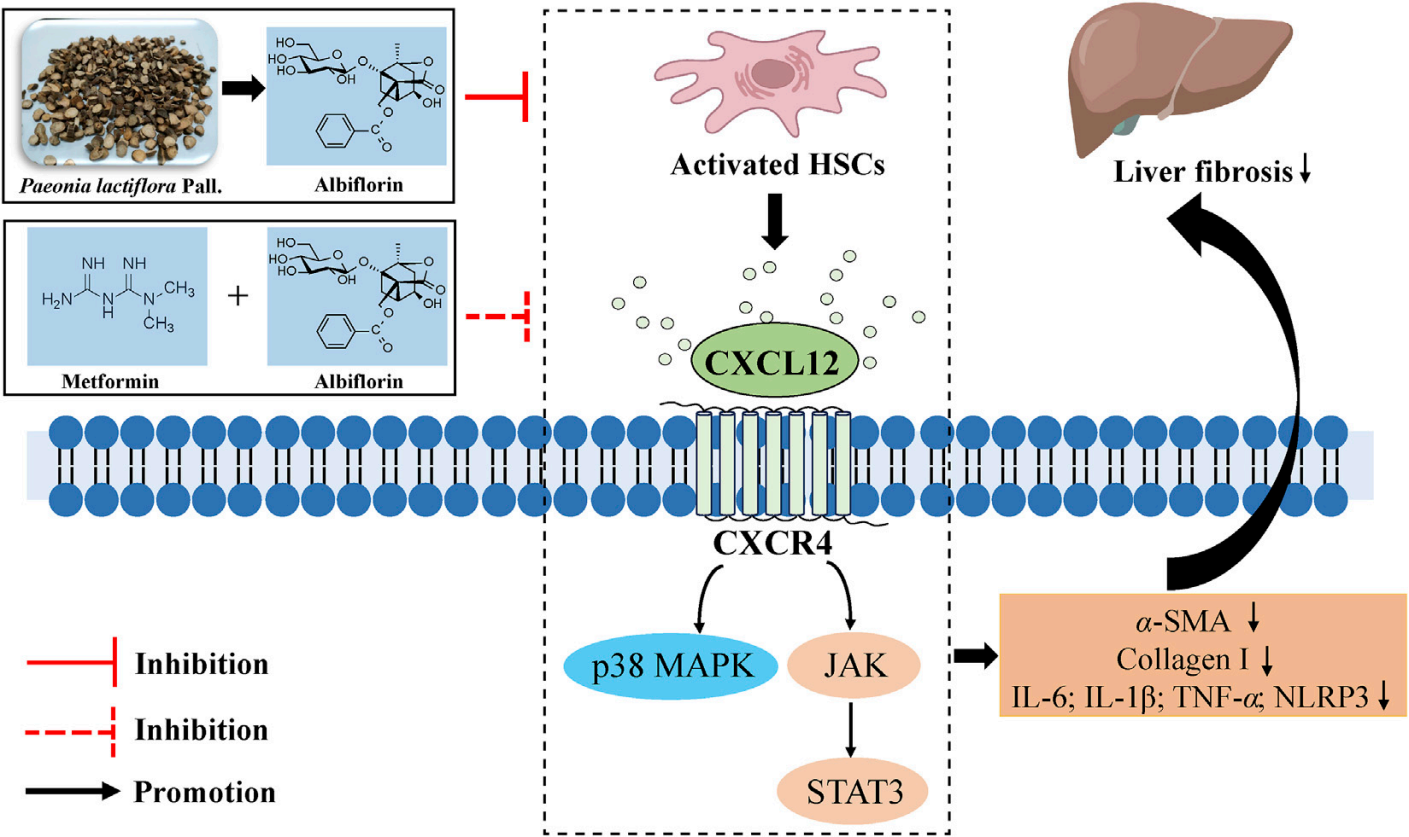
Schematic Diagram of the antifibrotic effect of ALB and its Combination with MET.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Albiflorin inhibits inflammation to improve liver fibrosis by targeting the CXCL12/CXCR4 axis in mice
**Source:** Front Pharmacol. 2025 Apr 30;16:1577201. doi: 10.3389/fphar.2025.1577201

Figure 1I

Original western bolt bands

Control   Model ALB   paeoniflorin

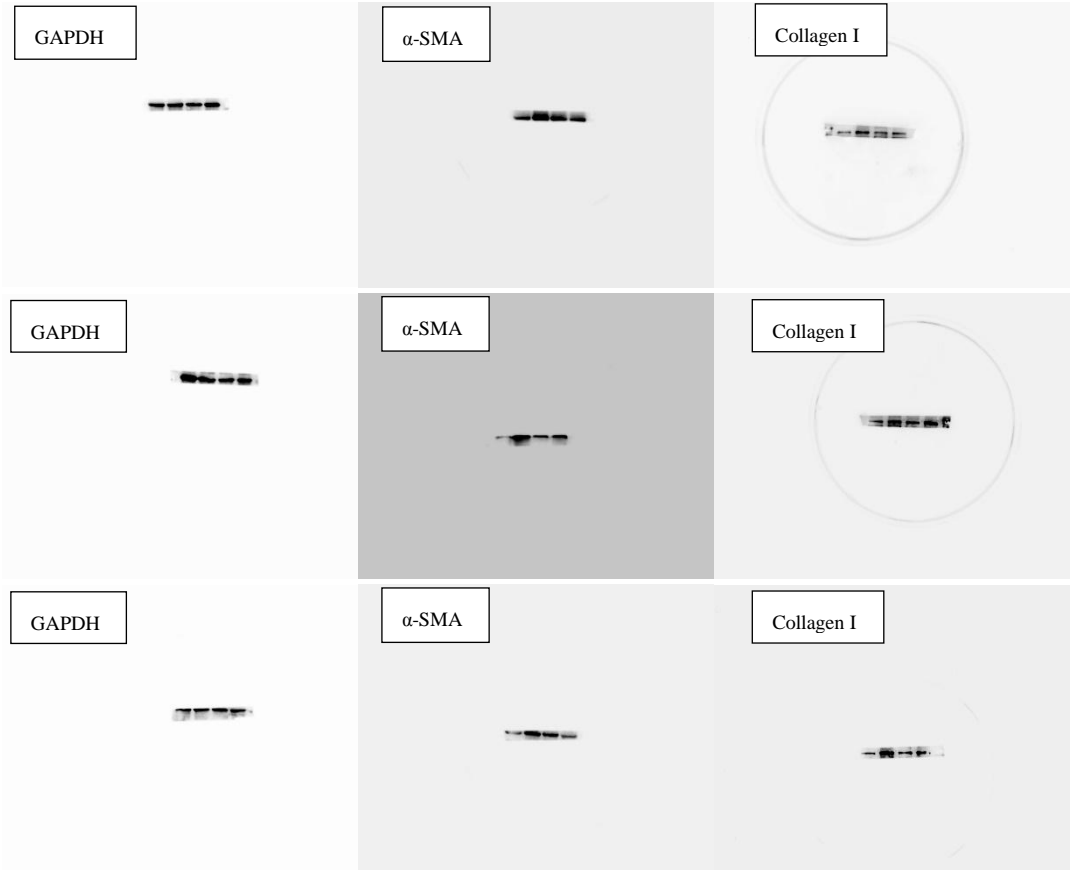

Figure 2A and 2G

Original western bolt bands

ALB(μM)   -   -   12.5   25   50
TGF-β1   -   +   +   +   +

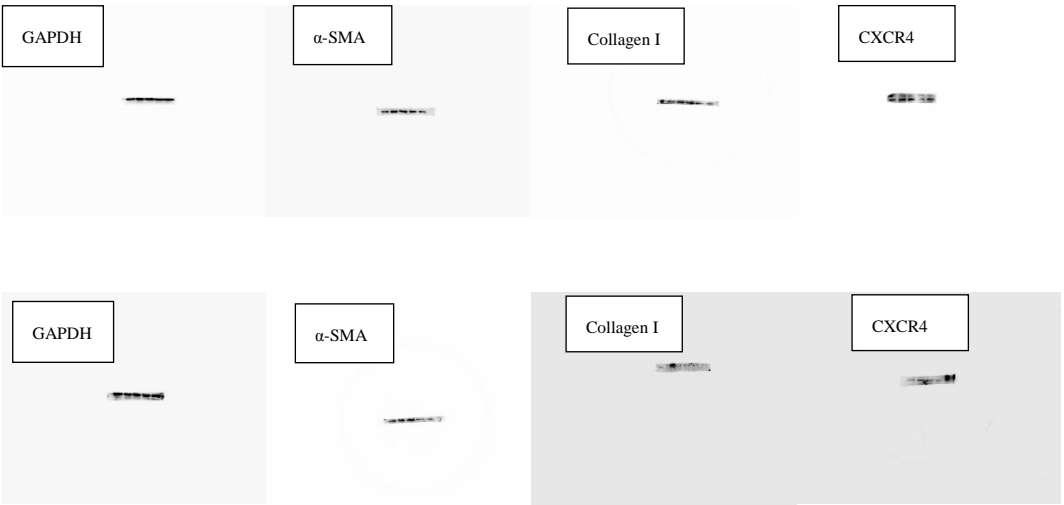

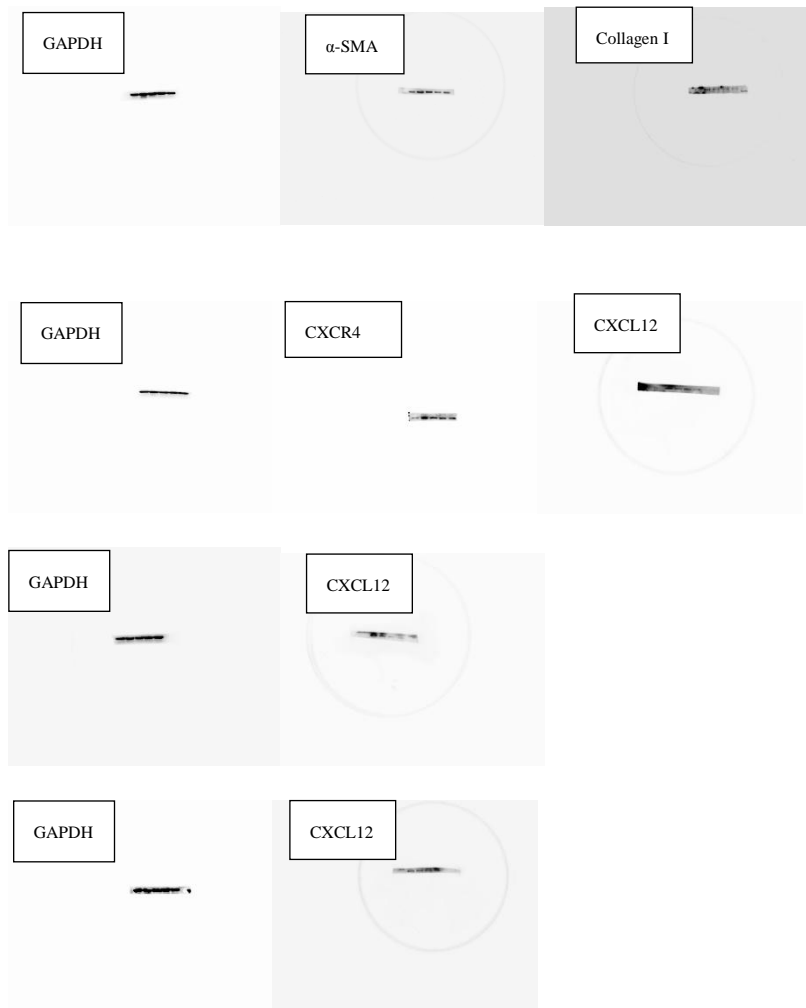

Figure 3A
Original western blot bands
Control Model ALB

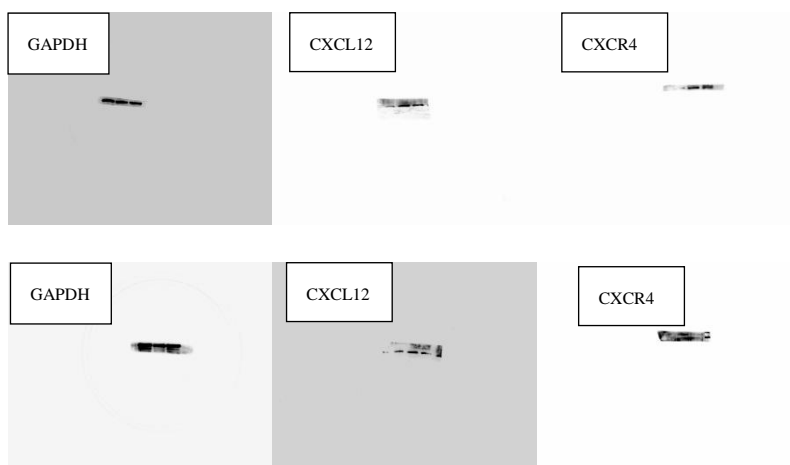

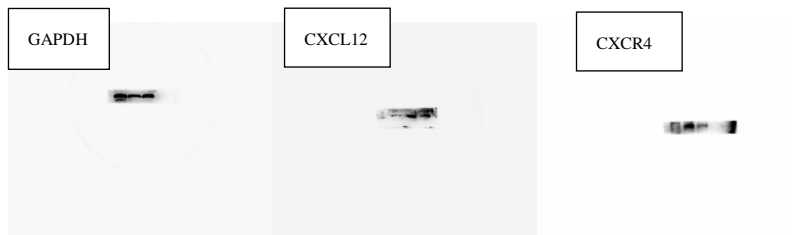

Figure 4E and H

Original western bolt bands

Control Model ALB AMD3100 ALB+AMD3100

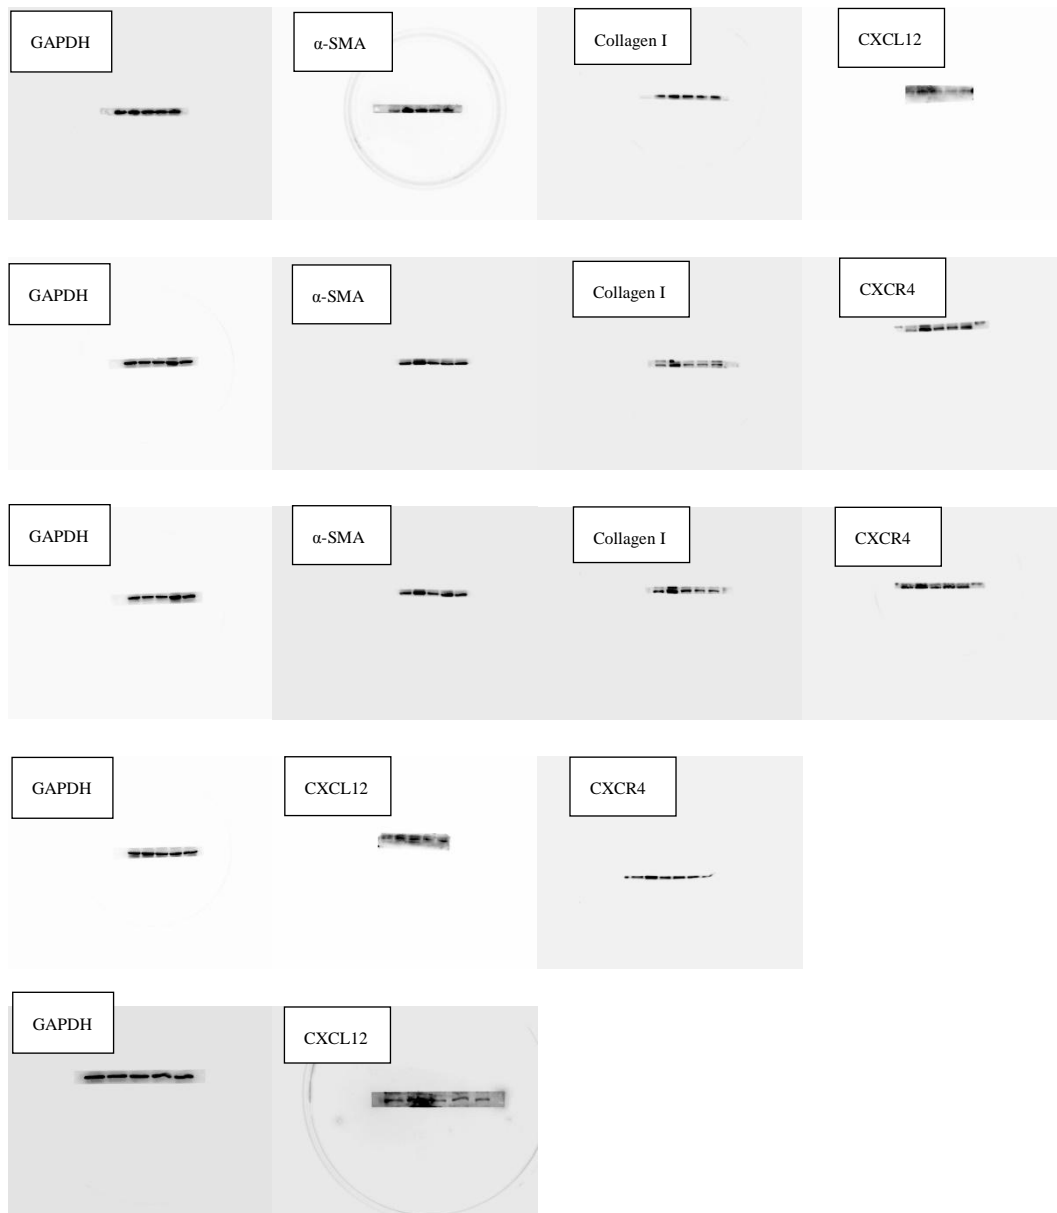

Figure 5A

Original western bolt bands

Control   Model ALB

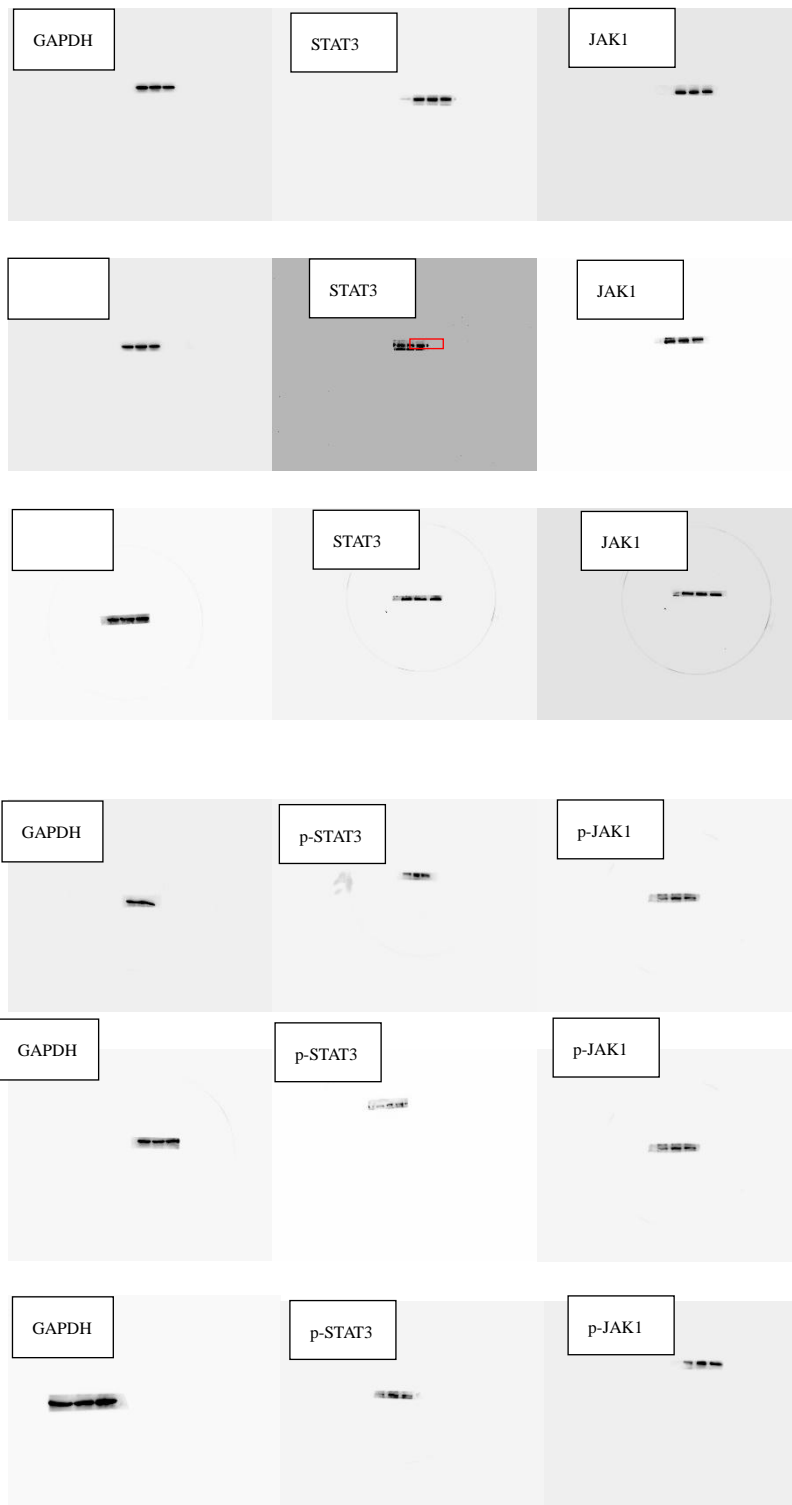

Figure5B

Original western bolt bands

Control   Model ALB

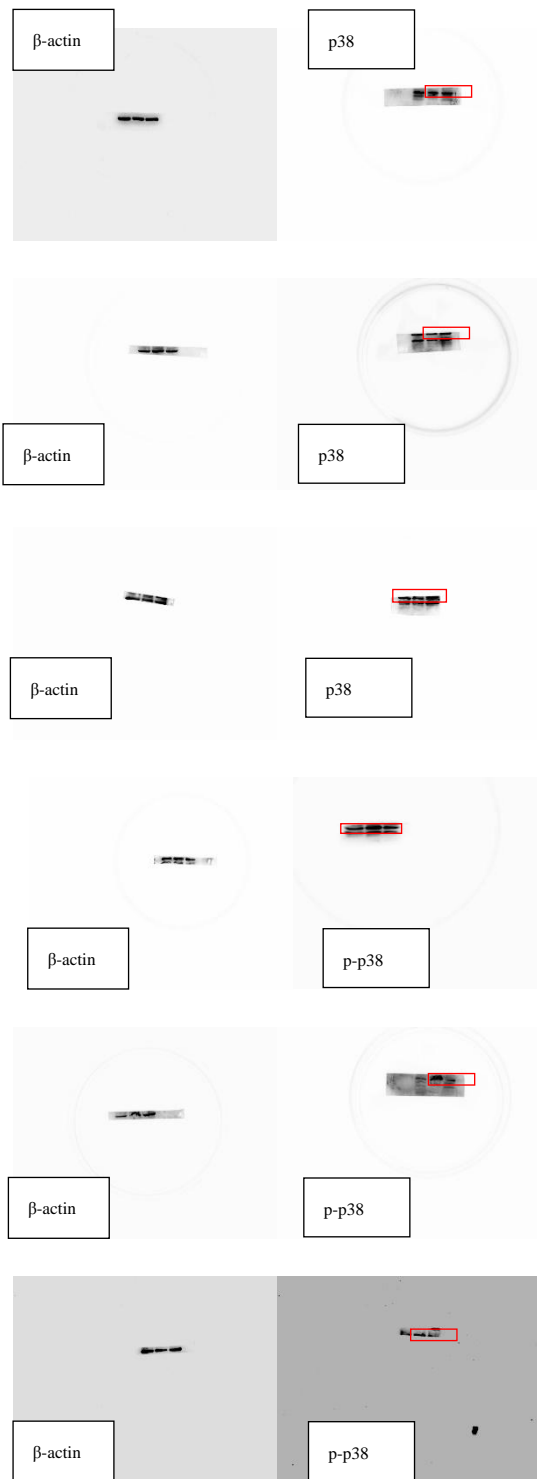

Figure 6H

Original western bolt bands

Control   Model ALB   MET   ALB+MET

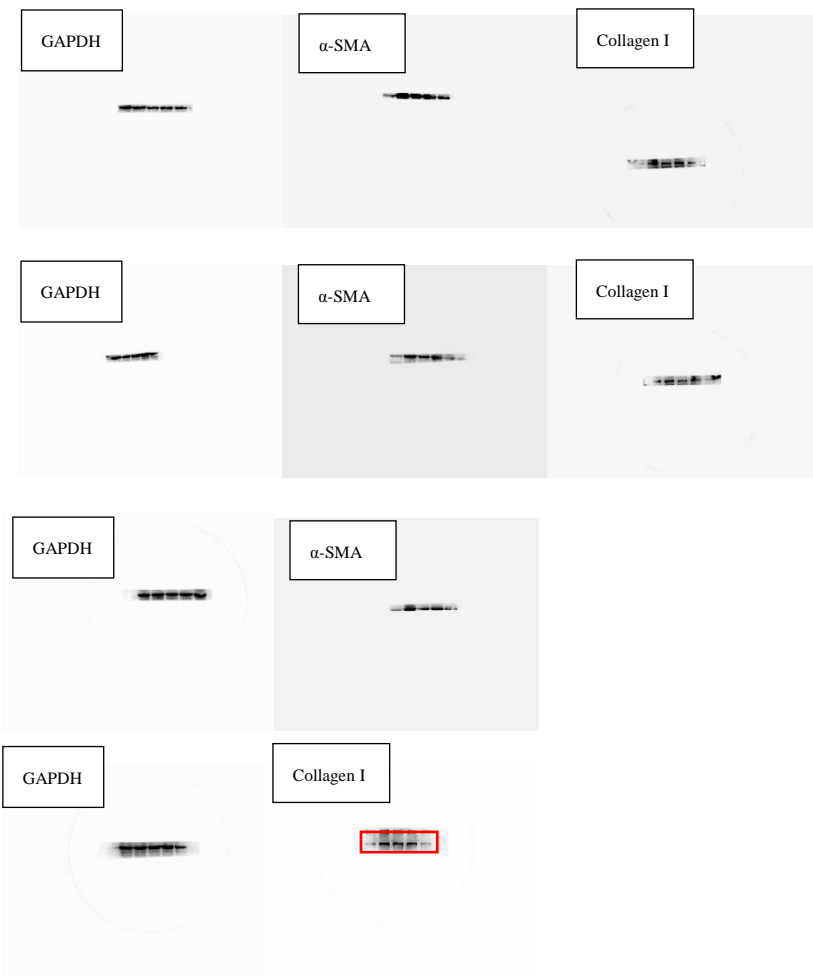

Figure 6K

Original western bolt bands

Control   Model ALB   MET   ALB+MET

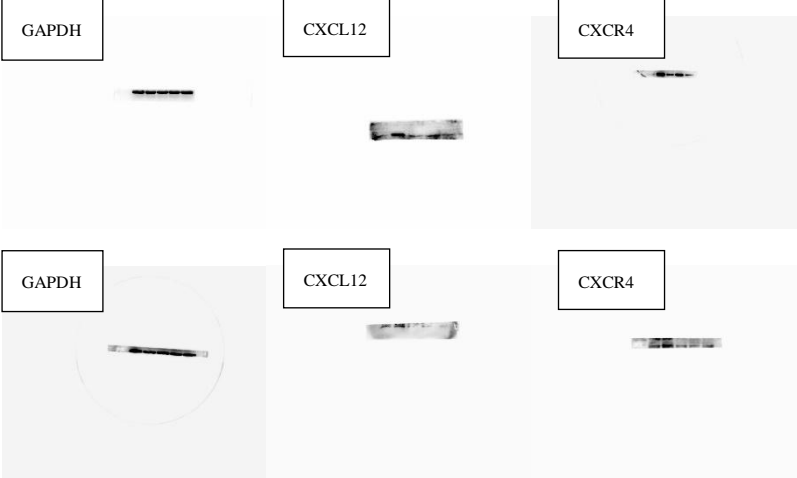

GAPDH

CXCL12

CXCR4

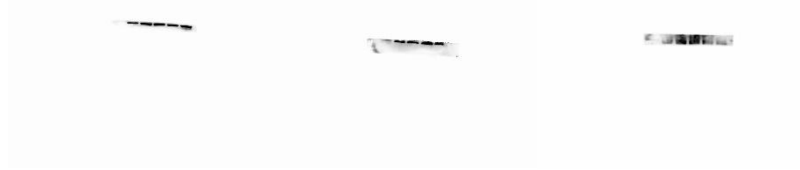

**Supplement:** Supplementary file 1

# Supplementary material for: Albiflorin inhibits inflammation to improve liver fibrosis by targeting the CXCL12/CXCR4 axis in mice
**Source:** Front Pharmacol. 2025 Apr 30;16:1577201. doi: 10.3389/fphar.2025.1577201
**Supplement:** Supplementary file 2

| Gene | Primer sequences (5′→3′) | |
| --- | --- | --- |
| *Il-1β* | Forward | CCCTGCAGCTGGAGAGTGTGGA |
|  | Reverse | TGTGCTCTGCTTGTGAGGTGCTG |
| *Il-6* | Forward | CGGAGAGGAGACTTCACAGAGGA |
|  | Reverse | TTTCCACGATTTCCCAGAGAACA |
| *TNF-α* | Forward | TGACAAGCCTGTAGCCCACG |
|  | Reverse | TTGTCTTTGAGATCCATGCCG |
| *Nlrp3* | Forward | ATCAACAGGCGAGACCTCTG |
|  | Reverse | GTCCTCCTGGCATACCATAGA |
| *Cxcl12* | Forward | TGCATCAGTGACGGTAAACCA |
|  | Reverse | CACAGTTTGGAGTGTTGAGGAT |
| *Cxcr4* | Forward | ATTGTCCACGCCACCAACAG |
|  | Reverse | ACATCGGCGAAGATGATGTCAG |
| *Gapdh* | Forward | TTGATGGCAACAATCTCCAC |
|  | Reverse | CGTCCCGTAGACAAAATGGT |
| *CCL2* | Forward | CAGCCAGATGCAATCAATGCC |
|  | Reverse | TGGAATCCTGAACCCACTTCT |
| *CCL3* | Forward | AGTTCTCTGCATCACTTGCTG |
|  | Reverse | CGGCTTCGCTTGGTTAGGAA |
| *CCL3L1* | Forward | CACCTCCCGACAGATTCCAC |
|  | Reverse | GGTCACTGACGTATTTCTGGAC |
| *CCR10* | Forward | GCTTTGCTACAAGGCCGATG |
|  | Reverse | GGAGACACTGGGTTGGAAGG |
| *CXCL10* | Forward | GTGGCATTCAAGGAGTACCTC |
|  | Reverse | TGATGGCCTTCGATTCTGGATT |
| *CXCL11* | Forward | GACGCTGTCTTTGCATAGGC |
|  | Reverse | GGATTTAGGCATCGTTGTCCTTT |
| *CXCL12* | Forward | ATTCTCAACACTCCAAACTGTGC |
|  | Reverse | ACTTTAGCTTCGGGTCAATGC |
| *GAPDH* | Forward | AATGAAGGGGTCATTGATGG |
|  | Reverse | AAGGTGAAGGTCGGAGTCAA |

**Table S1** Primer Sequences for q-PCR

# Supplementary material for: Albiflorin inhibits inflammation to improve liver fibrosis by targeting the CXCL12/CXCR4 axis in mice
**Source:** Front Pharmacol. 2025 Apr 30;16:1577201. doi: 10.3389/fphar.2025.1577201

**Figure S1 RNA-seq transcriptome analysis of ALB.**

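The table of genes that differed between the groups held 400 genes with higher and 537 with lower counts in the ALB group, by the sign of the fold change at the estimated depths. These 2 numbers match those printed in Fig. S1A. A gene symbol was given for 797 rows, an Ensembl ID for 16, and 124 rows were loci with an assembly name (MSTRG), of which 47 were higher and 77 lower. By edgeR's test 931 of the 937 genes passed, 398 higher and 533 lower. By DESeq2 with the same depths 934 passed, and by limma on log2(FPKM + 1) 915 passed, 389 higher and 526 lower. The 6 genes that did not pass in edgeR were KCNH1, SAMD10, ZNF93 and INO80B, with negative fold changes, and MEF2B and PLCD4, with positive ones. They were named after their values were seen. With TMM factors from the table's genes, 731 genes passed edgeR's test, 400 higher and 331 lower, and with DESeq2's own size factors 678 passed, 400 higher and 278 lower. Large changes were a minority, since 175 genes differed over 4-fold, 65 higher and 110 lower.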

(A) Volcano map showing the distribution of different genes in the ALB and model groups. The upregulated genes are represented by red dots, and the downregulated genes are represented by green dots. 

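Genes of several functions were among those that changed most, and which come first depends on the measure. Of the genes with a symbol, a mean of at least 1 FPKM and groups that did not overlap, the 8 with the lowest limma fold change on log2(FPKM + 1) were KRT81, KRTAP2-3, TGFB2, DKK1, LRRC17, ADAMTS1, EDN1 and CXCL12. KRT81, a hair keratin, had the smallest p of the table and fell from 66.1 ± 1.77 to 3.21 ± 0.467 FPKM (mean ± SD, n = 3 libraries per group), a log2 fold change of -4.36 (standard error 0.19, adjusted p = 2.18e-06, edgeR). KRTAP2-3, a keratin-associated protein with close paralogs that may share its reads, had a log2 fold change of -5.79 (standard error 0.48), and of -6.67 without ALB replicate 2. DKK1, a secreted inhibitor of Wnt signalling, fell from 105 ± 18.6 to 10.1 ± 3.94 FPKM. ADAMTS1, a secreted metalloproteinase, had a log2 fold change of -3.44 (standard error 0.19), and EDN1, endothelin 1, one of -4.15 (standard error 0.34). By edgeR's fold change, to which no 1 FPKM is added, CCL3L1 stood 3rd among the lower genes (log2 fold change -4.56). On the other side, the 8 highest by limma were DDIT4, NGFR, DHRS2, ASNS, CHAC1, FAM107B, ICAM4 and SLC7A11. DDIT4, an inhibitor of mTORC1, rose from 3.42 ± 0.332 to 43.1 ± 16.5 FPKM (log2 fold change 3.65, standard error 0.31, adjusted p = 1.86e-05, edgeR). ASNS, asparagine synthetase, rose from 12.5 ± 1.07 to 79.9 ± 21.8 FPKM. SLC7A11, the cystine transporter, had a log2 fold change of 2.68 (standard error 0.46). The 5 most abundant lower genes were TGFBI, FN1, CCN1, PODXL and TAGLN, and TGFBI, an extracellular matrix protein, went from 1771 ± 116 to 951 ± 248 FPKM. The 5 most abundant higher genes were IL11, SLC3A2, SDC4, DHRS2 and TXNRD1, and SDC4, a cell surface proteoglycan, rose from 87.0 ± 7.33 to 217 ± 14.4 FPKM. TGFBI, PODXL and TAGLN did not pass with TMM factors from the table's genes (adjusted p = 0.231, 0.0702 and 0.156, edgeR).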

(B) Differential gene cluster analysis (heatmap); the redder the color, the higher the expression; the bluer the color, the lower the expression.

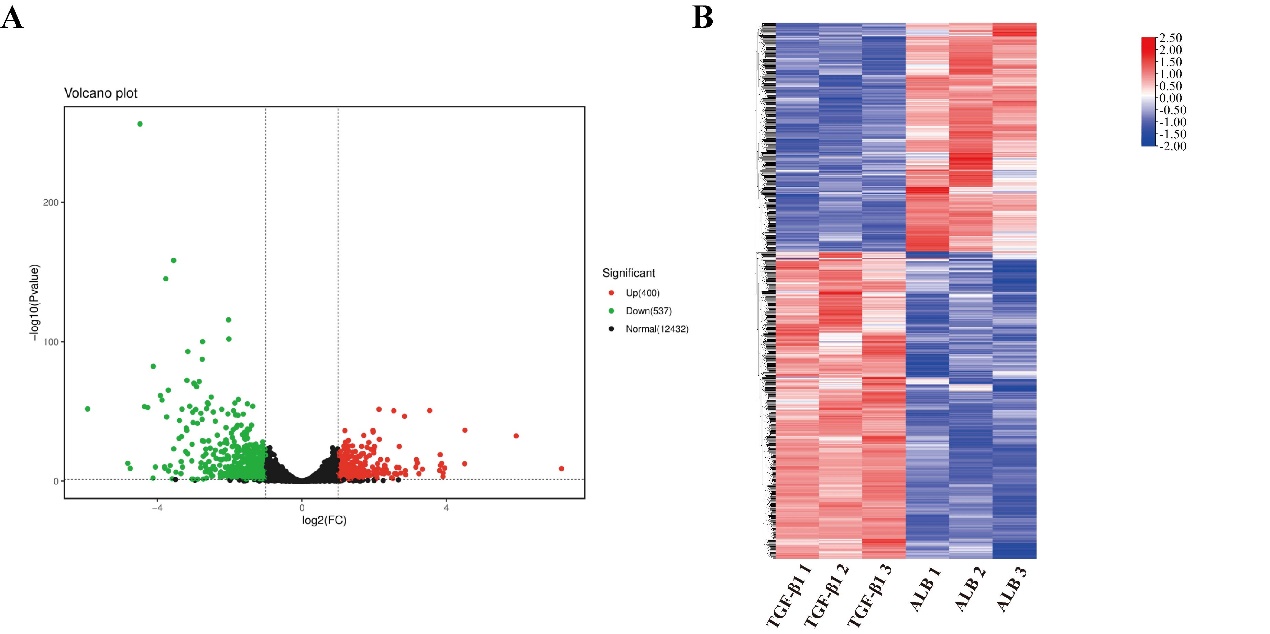

**Figure S2 Effect of ALB on proliferation of hepatic stellate cells LX-2.**

"*" indicates that compared with the not dosing group, **P* < 0.05, ns > 0.05, n = 3.

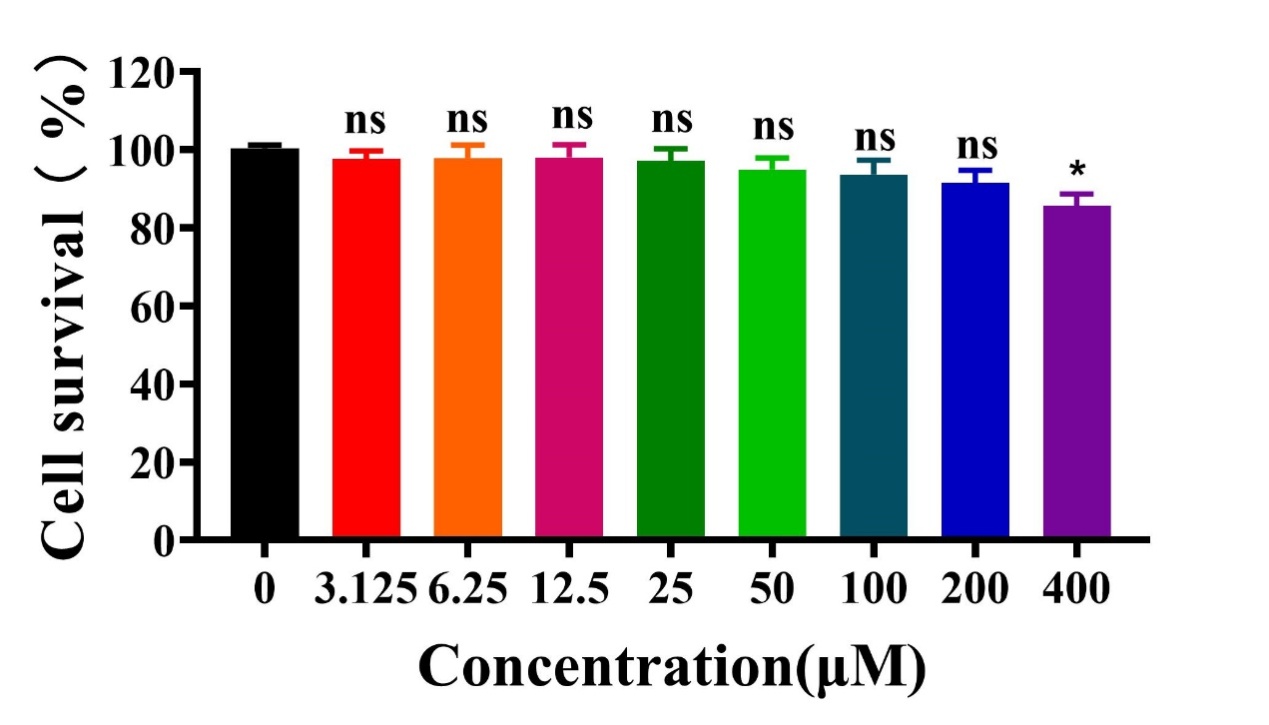

**Supplement:** Supplementary file 3

How the deposited data were processed for this re-analysis (not part of the article)

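RNA-seq of the human hepatic stellate cell line LX-2 was analysed, with 3 libraries of cells given TGF-β1 (20 ng/mL, 24 h) and 3 of cells given TGF-β1 and then ALB for 24 h. The table's columns were matched to samples by the initial of the group and the number, and within the TGF-β1 group, whose samples are labelled control, the match rests on the number alone. The submitters' design says that this control was given TGF-β1. No mean or test depends on it. The labels of the samples name a hepatocyte cell type beside the stellate cell line, and the cell line, which the paper gives too, was used.

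The authors deposited, for each library, whole-number counts per gene and FPKM values of the genes in their final list. They tested genes with DESeq2 and kept those with a fold change over 2 and P under 0.01. The submitters' processing notes name CASAVA 1.4 and the mouse builds mm9 and mm10, whereas the row names are human gene symbols and Ensembl IDs, with 0 mouse IDs. The aligner, the counter, the annotation and the human build are not given in the sources used here. Of the 937 rows, 809 were matched to GENCODE 29 (GRCh38) by symbol or ID, for positions, GC content and transcript length only. The authors' fold changes and p-values were not used here.

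Column sums over selected genes are not depths, so depth was estimated from the deposited counts and FPKM. The ratio of count to FPKM over 565 genes with at least 50 counts in every library gave relative depths, and 44 genes with a single annotated transcript set the scale. This takes FPKM as fragments per kilobase of that transcript, scaled to the fragments of the whole library. A single fragment is then a small share of most values, but CCL3, CCL3L1 and other genes under 1 FPKM rest on few counts.

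The design set before the data were examined took the table to hold FPKM and used limma on log2(FPKM + 1), with edgeR and DESeq2 as alternatives should it also hold counts. Limma on this scale understates the change of low genes. The table does hold counts, so edgeR's quasi-likelihood test on the counts gives the values printed for genes, and limma's calls are given beside them. Standard errors from edgeR are the absolute log2 fold change over the square root of its F statistic. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and scipy 1.17.1. P-values were adjusted by Benjamini-Hochberg over the 937 genes, and all genes were kept in the main tests. The biological coefficient of variation was 0.206 in the TGF-β1 group and 0.302 in the ALB group.

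The tests were tried on simulated counts drawn from the means of these 937 genes for the same comparison. Of 100 genes changed 2-fold, edgeR recovered 62%, limma 61% and DESeq2 61%. Of 100 genes changed 4-fold they recovered 98%, 97% and 98%. They called 5, 5 and 6 of 737 unchanged genes. In the simulation most genes were unchanged, the changes were balanced in direction and the depths were known. The real table holds called genes only, at estimated depths, so these rates do not carry over to it.

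Gene lists, 36 in all, were written before the deposited data were examined. For the 18 with at least 5 members in the table, the split into higher and lower members was compared with that of the other genes by a two-sided Fisher's exact test, adjusted over the lists. Among these 18 is the list of the 7 genes of Fig. 2E. The study chose those genes on the same libraries, so that list is not independent of the data, and it did not pass (adjusted p = 0.0801, Fisher's exact test). Genes are not independent replicates, and enrichment over all expressed genes could not be tested on a table of called genes. Named genes are those the paper names, the 8 lowest and 8 highest limma fold changes among genes with a symbol, a mean of at least 1 FPKM, groups that did not overlap and a limma adjusted p under 0.05, the 5 most abundant in each direction, and up to 4 members of each list described with the largest limma fold changes. Figures 2E and S1 had been seen when this rule was written.

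Alternatives set beforehand were pseudocounts of 0.1 and 0.01, a minimum mean of 1 FPKM, a common median for all libraries, limma without a variance trend, the column number as a block, each library left out, and, should the table hold counts, edgeR and DESeq2 on them. Alternatives added after the data were seen were TMM and DESeq2 size factors from the table's genes, depths shifted to the study's fold boundary, and the filter, the block and each library left out for edgeR.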

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

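The tests of scaling, of selection and of the genes nearest in GC content and length in this part were chosen after the results were seen, and the linear fit on GC content and length before.

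Genes of the integrated stress response, which cells raise when amino acids run short or proteins misfold, were higher with ALB, a signal in genes the paper does not discuss. Of 43 listed genes 14 were in the table, and all 14 were higher, by edgeR over the table and adjusted over the list alone, with a median log2 fold change of 1.91. TRIB3, PSAT1, PHGDH and DDIT3 are members besides DDIT4, ASNS, CHAC1 and SLC7A11. ALB replicate 2 had the highest level of its group in 12 of the 14 genes, and TGF-β1 replicate 3 in 10. With each library left out in turn all 14 still passed as higher, with medians of 1.76 to 2.11. Nearly all genes of the table still passed then too, since they had been selected on these libraries, so this is no separate support. The split differed from that of the other genes (Fisher's exact test, p = 6.06e-06, adjusted p = 0.000109 over 18 lists). If GC content or transcript length were the cause, genes alike in both would go the same way, but of the 20 genes of the table nearest to each member 42.1% were higher (bootstrap 95% interval 36.8% to 48.2%), against 42.3% of all other genes matched to the annotation, which argues against it. A linear fit on both took up 0.502% of the variance, so its residuals (median 2.16 for the 14 genes, 1.86 to 2.66) add little. TMM and DESeq2's own size factors moved fold changes upwards, the list's median to 2.49 and 2.60, so they could not have removed the pattern. The depths shifted by 0.11 were the only scaling run that went against it. All 14 genes still passed as higher there, with a median of 1.80 (1.53 to 2.29). A common shift leaves the distance of the list's median from that of the other genes as it is, 2.88 (2.67 to 3.61). But the study kept genes over 2-fold, most of them lower, so any list of higher genes alone lies far above the rest. This distance therefore does not test scaling. Nor does the shift of 0.11, which was picked as the one that left the fewest genes of the table inside 2-fold. Under it 394 of the 400 higher genes of the table still passed as higher, so passing does not set the 14 genes apart. A shift of that size is small beside the list's median, and larger ones in that direction were not tried. Scaling therefore stays open. Selection stays open, since the split is the pattern itself and does not test it, and the other members of the list were not analysed here. An effect of ALB, the treatment by which the groups differ, is a hypothesis.

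The assembled locus MSTRG.9327, which has no gene name in the table, rose most of the MSTRG loci, a signal outside the genes the paper discusses. It had 35, 33 and 23 counts in the TGF-β1 libraries and 970, 2857 and 2512 in the ALB libraries, a log2 fold change of 6.04 (standard error 0.44, adjusted p = 1.45e-05, edgeR).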

How the results depend on the processing

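Of 101 named genes, none changed sign in 1201 values under other settings of edgeR or under DESeq2, and 1166 of these values kept their side of the threshold. The other 35 no longer passed, mainly under TMM (14) and DESeq2's own size factors (17), both computed from the table's genes. The genes had been selected as changed on these libraries, and the whole table split into 400 higher and 537 lower under each scaling run. Kept signs and calls were thus largely fixed by that selection. Of genes passing edgeR's test 42.7% were higher at the estimated depths and 54.7% under TMM, and of genes passing DESeq2's test 59.0% under those size factors. TMM moved the table's median log2 fold change by 0.61 and the size factors by 0.71. With at least 1 mean FPKM, fewer genes were tested: the listed genes came to 618, the limma calls to 609 and the edgeR calls to 614. A fold over 4 left 175 of the listed genes. The alternative of an adjusted p under 0.01 for the authors' calls was not run, since no p-value of theirs was used here. With each library left out in turn, limma called 888 to 902 genes, edgeR 903 to 915, and the study's thresholds on FPKM 690 to 747, against 768 with all 6 libraries. The CXCL12 log2 fold change of limma was then -2.94 to -2.58, and -2.88 to -2.62 under the other limma settings, against -2.77. The cytokine and receptor split had Fisher p from 0.678 to 0.718, and 4 lists passed under both list alternatives. Over the 618 genes with at least 1 mean FPKM, same-numbered libraries did not deviate together (correlations 0.075, -0.026 and -0.106). Among the 13 interferon-stimulated genes, though, replicate 2 was the highest of its group in all 13 for TGF-β1 and in 12 for ALB. The number as a block gave 919 limma calls, 925 edgeR calls and 768 genes past the study's thresholds, and left each call for CXCL12 and the cytokine split as it was. Depth limits the low genes, such as CCL3 with 0 to 27 counts per ALB library.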

Differences from the paper's values

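At the settings of the printed values, no value stated in the paper's figures for a measure computed here differed from it by over 1.5 times. Under stricter settings some did, with 242 higher genes and 513 genes past the study's thresholds at a mean of at least 1 FPKM, and 65 higher and 110 lower genes over 4-fold. The numbers of higher and lower genes, 400 and 537, match those printed in Fig. S1A. At the study's fold and P thresholds applied to FPKM with limma, 768 genes passed, against about 940 in Fig. S1A. The cytokine-cytokine receptor interaction pathway has about 33 genes in Fig. 2D, read by eye, and 32 genes of the lists used here were in the table, but the pathway's own gene list was not used here. The paper names CXCL12 as the gene of the 7 that fell most significantly, citing RNA-seq and RT-qPCR (Fig. 2E and 2F). Only the RNA-seq was analysed here. By edgeR p and by difference in FPKM CXCL12 came first of the 7, while by fold change CCL3L1 came first (log2 fold change -4.56 against -2.88) and CXCL12 was in place 2.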

Other observations

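Interferon-stimulated genes were lower with ALB. Of 54 listed genes 13 were in the table, and all 13 fell, by edgeR over the table and adjusted over the list alone (Fisher's exact test against the rest of the table, adjusted p = 0.00839 over 18 lists). ISG15, a ubiquitin-like antiviral protein, fell from 50.1 ± 14.8 to 11.2 ± 1.01 FPKM (mean ± SD, n = 3 libraries per group), a log2 fold change of -2.14 (standard error 0.24, adjusted p = 8.01e-05, edgeR). OASL had a log2 fold change of -2.55 (standard error 0.39), and of -1.94 without TGF-β1 replicate 2. IFI44 and IFIT1 had log2 fold changes of -1.94 and -1.96. TGF-β1 replicate 2 had the highest level of its group in all 13 genes, by counts at the estimated depths, and ALB replicate 2 that of its group in 12. Without TGF-β1 replicate 2 the median of the list was -1.36 against -1.59, and 11 of the 13 passed. ISG20 and OAS1 did not (log2 fold changes -0.69 and -0.66 against -0.98 and -0.93, adjusted p = 0.0627 and 0.0554, edgeR). Under TMM and under DESeq2's own size factors 8 of the 13 passed, with median log2 fold changes of -1.02 and -0.90 against -1.59. Among CXCL10 and CXCL11, also induced by interferons, the direction was the same.

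Of 10 inflammatory genes of the NF-κB list, 6 rose and 4 fell, a split not told apart from that of the table (adjusted p = 0.613, Fisher's exact test). ICAM1, an adhesion molecule, rose from 52.3 ± 3.65 to 149 ± 49.8 FPKM. CCL20 and CXCL3, chemokines outside the 7 of Fig. 2E, rose with log2 fold changes of 2.74 (standard error 0.62; 1.87 without ALB replicate 2) and 1.35 (standard error 0.34). The receptor CCR4 rose by 3.93 (standard error 0.56). Of 10 Wnt pathway genes 5 rose and 5 fell, and WNT7A had a log2 fold change of -3.08 (standard error 0.25). Of 10 axon guidance genes 4 rose and 6 fell. Under TMM none of the 4 lower NF-κB genes passed, nor under DESeq2's own size factors, and of the lower Wnt genes 4 and 3 passed and of the lower axon guidance genes 3 and 3.

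The linear fit on GC content and length and the test of low counts for the interferon-stimulated genes were set before their values were seen, and the tests of nearest genes, of selection, of scaling and of other splits afterwards. Of the 20 genes of the table nearest to each of the 13 interferon-stimulated genes in GC content and transcript length, 55.4% were lower (bootstrap 95% interval 50.0% to 61.2%), against 56.0% of all other genes matched to the annotation, which argues against GC content and length. The linear fit on both took up 0.502% of the variance, so the residuals (median -1.35, -1.58 to -0.844) add little. The 12 members with a mean of at least 200 counts per library had a median log2 fold change of -1.49. The study kept genes over 2-fold, so this median was largely fixed by that selection and does not test low counts. That 12 of the 13 members had so many counts shows only that most of the list did not rest on few counts. The split differed from that of the other genes (Fisher's exact test, p = 0.000932), but it is the pattern itself and does not test selection, and the other members of the list were not analysed here. Under the 3 other scalings the median nearest to 0 was -0.90 (bootstrap 95% interval -1.25 to -0.515), and the calls of 5 members ended under TMM and of 5 under DESeq2's own size factors, as the shift took their fold changes towards 0. Selection and scaling stay open, and an effect of ALB, the treatment by which the groups differ, is a hypothesis.

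At the depths that FPKM gives, 90 of the 937 genes lay inside 2-fold, although the study's threshold was a fold over 2. A candidate explanation is another scaling between libraries in the authors' test. With a common shift of 0.11 on the log2 scale between the groups, 5 genes lay inside 2-fold. This shift was picked, out of those tried, as the one that left the fewest genes inside. A difference in scaling of that size would give such a count, but the count is not a separate test of it.

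The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 931 genes by edgeR and 915 by limma, 1 split of the 10 in each case, and the highest of the other splits gave 0 by both. The genes had been called on the real split, so these counts were largely fixed by that selection.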
